# Genomic Analysis of *Stropharia rugosoannulata* Reveals Its Nutritional Strategy and Application Potential in Bioremediation

**DOI:** 10.3390/jof8020162

**Published:** 2022-02-06

**Authors:** Ying Yang, Guoliang Meng, Shujun Ni, Haifeng Zhang, Caihong Dong

**Keywords:** *Stropharia rugosoannulata*, lignin and xenobiotic, peroxidase, litter-decomposing fungi, siderophore, bioremediation

## Abstract

*Stropharia rugosoannulata* is not only a popular edible mushroom, but also has excellent potential in bioremediation. In this study, we present a high-quality genome of a monokaryotic strain of the *S. rugosoannulata* commercial cultivar in China. The assembly yielded an N50 length of 2.96 Mb and a total size of approximately 48.33 Mb, encoding 11,750 proteins. The number of heme peroxidase-encoding genes in the genome of *S. rugosoannulata* was twice the average of all of the tested Agaricales. The genes encoding lignin and xenobiotic degradation enzymes accounted for more than half of the genes encoding plant cell wall degradation enzymes. The expansion of genes encoding lignin and xenobiotic degradation enzymes, and cytochrome P450 involved in the xenobiotic metabolism, were responsible for its strong bioremediation and lignin degradation abilities. *S. rugosoannulata* was classified as a litter-decomposing (LD) fungus, based on the analysis of the cell wall degrading enzymes. Substrate selection for fruiting body cultivation should consider both the nutritional strategy of LD and a strong lignin degradation ability. Consistent with safe usage as an edible mushroom, the *S. rugosoannulata* genome does not contain genes for known psilocybin biosynthesis. Genome analysis will be helpful for understanding its nutritional strategy to guide fruiting body cultivation and for providing insight into its application in bioremediation.

## 1. Introduction

*Stropharia rugosoannulata* Farl. Ex Murrill, called saketsubatake in Japanese and wine-cap *Stropharia* in English, is a popular edible mushroom with high nutritional and medicinal values. *S. rugosoannulata* was first domesticated in Germany in the 1960s [1] and was recommended by the Food and Agriculture Organization as a cultivated mushroom for developing countries [2]. By 1989, commercial production of *Stropharia* in Europe reached approximately 1300 tons per year [3]. Field cultivation of *S. rugosoannulata* has expanded in most of the provinces in China, and the cultivation area was estimated to be approximately 1333 ha in 2019.

In recent years, the consumption of *S. rugosoannulata* has increased dramatically due to its excellent taste and pharmacological activities. In addition to its nutritional and medicinal values [4,5], *S. rugosoannulata* has great potential for bioremediation. It can degrade a wide range of structurally different environmental pollutants, including polycyclic aromatic hydrocarbons [6], synthetic dyes [7], 2,4,6-trinitrotoluene [8], bisphenol A [9], and dibenzo-p-dioxins and dibenzofurans [10], as well as pharmaceutical compounds such as carbamazepine, venlafaxine, iopromide, diclofenac, cyclophosphamide, and ifosfamide [11]. *S. rugosoannulata* has been found to be a promising fungal species for pharmaceutical biodegradation in contaminated water [11]. It has been confirmed that *S. rugosoannulata* can degrade diuron, a stable herbicide that may pose a severe threat to human health and aquatic organisms in the environment [12].

Various agricultural byproducts have been used as substrates for the fruiting body cultivation of this fungus. In 1978, Szudyga chose a substrate composed of cereal or flax straw to cultivate *S. rugosoannulata* and to produce fruiting bodies [1]. Bruhn et al. [13] cultivated *S. rugosoannulata* with two substrate systems: an uncased mixed wood chip/soil substrate, and a straw substrate cased with the wood chip/soil mixture. Li et al. [14] cultivated *S. rugosoannulata* in a small arch shed with mulberry sawdust. Gong et al. [15] selected a mixture of rice husk, corncobs, and sawdust to cultivate *S.* *rugosoannulata*. In this laboratory, we used bagasse fiber and straw as the growth substrates. The pruning wood chips of *Tilia* and *Populus* and *Alnus* support greater *Stropharia* yields than straw [3]. Sawdust generally accounts for 30% of the cultivation substrate in China. Analysis of the enzymes involved in substrate degradation will be helpful for the optimization of cultivation substrates and high-quality cultivation.

From an ecophysiological point of view, saprotrophic basidiomycetes can be classified into three partially overlapping groups, namely, brown rot (BR), white rot (WR), and litter-decomposing (LD) fungi. *S. rugosoannulata* can assimilate both cellulosic straw and lignin sawdust; it is categorized as LD [9,16] or WR [17,18]. This is different from a typical LD, such as *Agaricus bispora,* which is usually cultivated on wheat and rice straw. Enzymatic activity assays have revealed that *S. rugosoannulata* produces extracellular peroxidases during growth in beech wood microcosms and that manganese-oxidizing peroxidases are the predominant enzymes of lignin degradation [19]. Defining the nutritional strategy of *S. rugosoannulata* will be helpful for substrate selection during fruiting body cultivation. 

Recently, genome sequences of 90 fungal species, including *S. rugosoannulata*, were determined. A sample of a dikaryotic fruiting body of *S. rugosoannulata* was used, which could have affected the genome assembly [20]. The quality of the genomic data needs to be improved, since 17,452 scaffolds and an N50 of 8626 bp were obtained by Illumina sequencing. The complete mitochondrial genome sequence of *S. rugosoannulata* has been determined, and phylogenetic analysis based on the mitochondrial genome showed that *S. rugosoannulata* is closely related to *Coprinopsis cinerea* [21]. The structures of mating loci have been characterized by bioinformatics based on genomic data without any other genome information [22]. The mechanisms of thermotolerance [23] and cold resistance [24] have been revealed by transcriptome analysis in *S. rugosoannulata*; however, there is no reference genome of this species [23,24]. The high-quality genome of this fungus is needed for further research.

Genome sequencing of a few LD fungi has revealed variations in the genes encoding the plant cell wall degradation (PCWD) machinery among species [25]. In the present study, the high-quality genome of *S. rugosoannulata* was assembled based on a monokaryotic strain originating from the Chinese commercial cultivar “Heinong No. 1”. Comparative analyses revealed a versatile suite of biopolymer-degrading enzymes and the nutritional strategy. The genomic analysis will contribute greatly to fruiting body cultivation and application in the bioremediation of this species.

## 2. Materials and Methods

### 2.1. Origin of the Strain, Culture Conditions, and DNA/RNA Preparation

The strain “Heinong No. 1” (CGMCC 5.2220) is a culture of commercial cultivar of *S. rugosoannulata* in China. The monokaryotic strain was obtained as follows: First, the fruiting bodies of strain “Heinong No. 1” were cultivated, and basidiospores were collected. Then, the basidiospores were sprayed on potato dextrose agar (PDA) and incubated at 25 °C for 10 days until spore germination. Thereafter, single spore isolates without any clamp connection were selected under 600× magnification using an optical microscope (Eclipse 80i, Nikon, Tokyo, Japan) and were subcultured individually on PDA plates at 25 °C (Figure 1).

A vegetative monokaryotic strain S68 derived from the “Heinong No. 1” strain was cultured in potato dextrose broth (PDB) at 25 °C and 150 rpm for 7 days. Mycelia were harvested by filtering and being ground in liquid nitrogen. High-quality genomic DNA was then extracted using the QIAGEN^®^ Genomic kit (Qiagen, Dusseldorf, Germany) following the manufacturer’s instructions. Total RNA was extracted using TRIzol reagent (Invitrogen, Carlsbad, CA, USA).

### 2.2. Library Construction, Genome/Transcriptome Sequencing, and Assembly

The Illumina HiSeq X-Ten and PacBio SEQUEL platforms were used for genome sequencing at Nextomics Biosciences Co., Ltd. (Nextomics Biosciences, Wuhan, China). A 350-bp library was constructed following Illumina’s standard protocol, and it was subjected to paired-ended 150-bp sequencing by Illumina HiSeq X-ten. The sequencing data (clean bases: 6.52G, ~129X coverage of the estimated genome size; Table S1) were used to estimate the genome size, repeat content, and heterozygosity.

Then, a 20-kb library was constructed following PacBio’s standard methods. The library was quantified using NanoDrop (Thermo Scientific, Waltham, MA, USA) and Qubit (Invitrogen, Carlsbad, CA, USA), and then sequenced through single-molecule real-time (SMRT) sequencing (PacBio Sequel, PacBio, Menlo Park, CA, USA). The sequencing data (filtered reads: 14.56 G, ~266X coverage of the estimated genome size; Table S1) were assembled using Falcon (v1.8.1) with the default parameters. The completeness of the assembled genome was evaluated using the Core Eukaryotic Genes Mapping Approach (CEGMA) v2 and Benchmarking Universal Single-Copy Orthologs (BUSCO v 4.0.5) with conserved orthologous gene profiles for fungi.

For the transcriptome analysis, the strain “Heinong No. 1” was cultured on PDA media and the mycelia were collected for RNA extraction. Three libraries were generated using the NEB Next Ultra RNA Library Prep Kit for Illumina (NEB, Ipswich, MA, USA) and were sequenced on an Illumina HiSeq X-ten platform (Illumina Inc., San Diego, CA, USA) by Nextomics Biosciences Co., Ltd. (Wuhan, China).

### 2.3. Repeat Annotation, Gene Prediction, Gene Function, and Noncoding RNA Annotation

Tandem repeats were identified using GMATA V2.2 [26]. For the transposable element (TE), ab initio prediction was performed using RepeatModeler version open-1.0.11 to establish a de novo repeat sequence library, which was then classified by TEclass [27]. Finally, RepeatMasker Revision 1.331 was used to search against the de novo repeat sequence database generated from RepeatModeler’s prediction.

Gene models were constructed by combining ab initio, homology-based, and RNA-seq-assisted prediction. Augustus V3.3.1 was used for ab initio gene prediction. In the homology-based prediction, protein sequences from five fungi, *Hypholoma sublateritium* FD-334 SS-4 [28], *Agrocybe praecox* (https://mycocosm.jgi.doe.gov/Agrpra2/Agrpra2.home.html. 30 June 2020), *Pholiota highlandensis* (https://mycocosm.jgi.doe.gov/Phohig1/Phohig1.home.html. 30 June 2020), *Pholiota alnicola* (https://mycocosm.jgi.doe.gov/Phoaln1/Phoaln1.home.html. 30 June 2020), and *Psilocybe cubensis* [29], were used to construct exact gene models from all initially aligned coding sequences using GeMoMa v.1.6.2 with the default parameters. Additionally, the RNA-seq data obtained from mycelia were mapped to the genome assembly using Hisat2 v2.1.0 [30].

The predicted genes of *S. rugosoannulata* were annotated by alignment against the non-redundant Protein Database in National Center for Biotechnology Information (NCBI), Kyoto Encyclopedia of Gene and Genomes (KEGG), Eukaryotic Orthologous Groups of protein (KOG), Gene Ontology (GO), and SwissProt databases. Furthermore, motifs and domains were annotated using InterPro scan 5.32-71.0.

Non-coding RNAs, including rRNAs, snRNAs, microRNAs, and tRNAs, were identified by adopting infernal v1.1.2 using the Rfam database [31] for the *S. rugosoannulata* genome using BLASTN (E-value ≤ 1e^−5^). Transfer RNA was predicted using tRNAs can-SE v2.0 software with the default parameters for eukaryotes. The rRNAs and their subunits were predicted using RNAmmer v1.2. Protein targeting predictions were made using SignalP and TMHMM.

Furthermore, the genome completeness of the assembly was evaluated by BUSCO, RNA-seq data, and comparative analysis with the genomes of closely related genetic species.

### 2.4. Phylogenomic Analyses

Phylogenomic analyses were performed using 16 fungal genomes (Table S2). Gene families with only one gene per species were identified by clustering protein sequences using OrthoMCL [32], resulting in 1609 single-copy orthologous genes of the 16 species. The amino acid sequences of 1609 single-copy genes were aligned using MAFFT version 7.0 (https://mafft.cbrc.jp/alignment/server/. 25 June 2020) with the default parameters, and poorly aligned sequences were then eliminated using Gblocks version 0.91b [33]. The conserved regions were concatenated into one sequence using Sequence Matrix-Windows 1.7.8 [34]. A maximum likelihood phylogenomic tree was generated using the concatenated amino acid sequences with RAxML version 8 [35] with the amino acid replacement matrix LG/WAG selected by ProtTest version 3.4.2 [36]. *Grifola frondosa* was used as an outgroup. One thousand bootstrap replicates were used, and the trees were shown in FigTree v1.4.2 [37]. Bootstrap values higher than 50% from RaxML were indicated in the phylogenetic trees.

### 2.5. Putative Peroxidase- and Carbohydrate-Active Enzyme (CAZyme)-Encoding Genes in the Genome of S. rugosoannulata

Putative peroxidase-encoding genes were identified from the fungal peroxidase database (fPoxDB; http://peroxidase.riceblast.snu.ac.kr. 20 October 2020) with three parameters: E-value < 1e^−5^, number of matching sequences ≥ 500, and matrix BLOSUM62 for BLASTP [38]. The CAZymes in the *S. rugosoannulata* genome were identified using dbCAN2 (http://bcb.unl.edu/dbCAN2/. 27 August 2020) with three tools: E-value < 1e^−15^ and coverage > 0.35 for HMMER+dbCAN; E-value < 1e^−102^ for DIAMOND+CAZy; a number of conserved peptide hits >6 and a sum of conserved peptide frequencies >2.6 for Hotpep+PPR [39]. Those with # of Tools ≥ 2 were kept as candidates.

### 2.6. Classification of the Nutritional Strategy of S. rugosoannulata by Linear Discriminant Analysis (LDA) Based on the PCWD Gene Families

LDA is used in statistics and other fields to find a linear combination of features that characterize or separate two or more classes of objects or events [40]. Forty-four PCWD gene families that were sorted into three functional categories, namely, cellulose, hemicellulose (including pectin), and lignin/xenobiotic degradation [25], were identified in the genome of *S. rugosoannulata* according to the Pfam, Interpro, and SSF identifiers. The nutritional strategy of *S. rugosoannulata* was determined by LDA with SPSS version 25.0 (IBM Corporation, Armonk, NY, USA) using the protein dataset for these 44 PCWD gene families of three different nutritional strategies (BR, WR, and LD) [25].

### 2.7. Prediction of the Secondary Metabolite Gene Clusters and Cytochrome P450- Encoding Genes

Secondary metabolite gene clusters were predicted with fungal AntiSMASH 3.0 (https://fungismash.secondarymetabolites.org/. 23 July 2020). Cytochrome P450 (CYP) proteins were predicted by aligning the gene models to the fungal P450 database (http://p450.riceblast.snu.ac.kr/index.php?a=view. 10 August /2020) using BLASTP (E-value < 1e^−10^, identity ≥ 40%, coverage ≥ 55%, and matrix = BLOSUM62). The CYP proteins were assigned to protein families based on Nelson’s nomenclature [41]. For protein sequences that were aligned with multiple families, the top hit was chosen.

## 3. Results

### 3.1. Sequencing Output Processing and De Novo Genome Assembly

The *S.* *rugosoannulata* genome was sequenced by both the Illumina and PacBio SMRT platforms. Subread distribution analyses confirmed the high quality of the 20-kb library (Figure S1). There was no apparent heterozygous peak, and the heterozygosity was low at 0.01% (Figure S2). The resulting assembly yielded 48.33 Mb from ~266X coverage (Table 1), comprising 21 scaffolds with 100% of the genome assembled in the scaffolds exceeding 5 kb in length (Table S3 and Figure 2). Telomeres were identified manually by sequence observation, and all were TTTAGGG repeats of approximately 100 bp in length. Two contigs with telomeric repeats on both ends were found, and 14 of these scaffolds contained characteristic (TTTAGGG)n telomeric repeats on either the 5′ or 3′ end (Table S4). The N50 and N90 lengths were 2.96 and 1.35 Mb, respectively (Table 1). A total of 94.59% of the 758 BUSCO genes and 96.77% of the 248 core genes by CEGMA were completely detected in the genome, indicating the completeness of the assembled genome (Figure S3). The previous assembly of *S. rugosoannulata* strain MG69 had 17,725 contigs with an N50 of only 8.32 kbp, and BUSCO was only 87.60% (Table S5) [20].

### 3.2. Gene Prediction and Genome-Wide Functional Annotation

The prediction of TEs and other repetitive DNA sequences for the *S. rugosoannulata* genome identified that these regions comprised approximately 9.62 Mb or 19.91% of the genome, with TE accounting for 17.48% (Table 2 and Figure 2). Among the 16 tested species of Agaricomycetes, the proportion of repetitive sequences in the *S. rugosoannulata* genome was higher than most of the species (Figure 3).

The most abundant transposable and repetitive element types were Class I long terminal repeats (LTRs) with 5.39 Mb (11.15%), Class II DNA transposon with 1.75 Mb (3.61%), and long interspersed nuclear element (LINE) with 0.79 Mb (1.64%). Approximately 0.47% of the *S. rugosoannulata* genome was identified as tandem repeats, and a total of 22,553 SSRs were identified (Table 2).

To increase the accuracy, we used multiple tools to predict the gene structure and function (Table S6). 

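The expression tables that the authors deposited for mycelia grown on potato dextrose agar (PDA) list 11750 gene models. Their names place them on 21 contigs of the assembly, with 1344 models on contig 2, the most, and 12 on contig 21, the fewest. In 3 RNA libraries of these mycelia, 10494 models (89.3%) had at least 1 count in at least 1 library, and 1256 models (10.7%) had none in any library. The models without a count were not evenly spread, as 25 of the 32 models on contig 20, 9 of the 12 on contig 21 and 17 of the 39 on contig 19, the 3 smallest contigs, had none, as had 107 of the 380 on contig 12 and 58 of the 234 on contig 15. The lowest share was on contig 3, where 47 of 1157 had none. Gene prediction in the paper drew in part on RNA-seq reads of mycelia, which may be these reads. The share of models with a count is therefore not independent support for them. A count shows that reads were assigned to a model under the growth condition sampled. A model without one was not detected in these libraries. The reason was not tested, and the structure of such models was not examined here.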

The final integration led to a dataset containing 11,750 protein-coding gene models with an average gene sequence length of 1942 bp, giving rise to a gene density of 47.21% in the assembled 48,331,048 bp. Among the 11,750 gene models, the average CDS length was 1455.07 bp, with an average exon number of 6.25 and 232.84 bp (Table 1).

For the non-coding gene, the rRNA cluster was found on scaffold 8 of the assembly, and the genes of 5.8S-18S-28S clustered in a region of 19 kb. There were 197 predicted tRNA genes, corresponding to 0.036% of the genome assembly length.

A total of 11,377 genes (96.83%) were annotated using the functional databases (GO, KEGG, KOG, SwissProt, and Nr) (Table S6). According to the GO database, 5496 annotated genes were assigned to GO categories, with the first five as “metabolic process”, “binding”, “catalytic activity”, “cellular process”, and “single-organism process” (Figure S4). By mapping to the KEGG database, “Global and overview maps” accounted for the majority of the KEGG annotations, with 994 (25.98%) proteins classified into these categories (Figure S5). Other highly represented pathways were “signal transduction” with 330 (8.63%) and “transport and catabolism” with 320 (8.36%).

A total of 872 secreted proteins were predicted by assigning signal peptides by SignalP (http://www.cbs.dtu.dk/services/SignalP/. 7 October 2020) and removing transmembrane proteins with TMHMM. GO analysis showed that the secreted proteins were involved in hydrolase activity (*n* = 207, GO:0016787), the extracellular region (*n* = 41, GO:0005576), the cell wall (*n* = 41, GO:0005618), and the external encapsulating structure (*n* = 41, GO:0030312) (Table S7).

### 3.3. Phylogenomic Analyses

The whole-genome sequences of 15 species of Agaricales were used for phylogenomic analysis (Table S2). The species of *G. frondosa* (Polyporales) was included as an outgroup. The clustering of proteomes resulted in 8341 groups in the *S. rugosoannulata* genome, of which 1609 were core single-copy orthologous genes among 15 fungi, and 377 were unique gene families in *S. rugosoannulata* (Table S8 and Figure S6).

A maximum likelihood (ML) phylogeny analysis for *S. rugosoannulata* and the 15 additional fungal species was performed based on 1609 shared single-copy orthologous genes, which were concatenated into a supermatrix with 584, 537 amino acid sites (Figure 2a). Three clades of Agaricales, Agaricoid, Tricholomatoid, and Marasmioid [42] were significantly supported with high bootstrap values. *S. rugosoannulata* is phylogenetically close to *H. sublateritium* and *P. highlandensis* (Figure 2a). They all belong to Strophariaceae. The whole-genome sequences of *S. rugosoannulata* CGMCC 5.2220 and *H. sublateritium* FD-334 SS-4 showed a high level of sequence collinearity (Figure S7).

### 3.4. Putative Peroxidase-Encoding Genes in the Genome of S. rugosoannulata

Peroxidases can be divided into two significant groups contingent upon a heme cofactor’s presence or absence [38]. The *S. rugosoannulata* genome contains 50 heme peroxidases, 10 non-heme peroxidases, and one NADPH oxidase regulator (Table S9). Putative peroxidase-encoding genes of all 63 Agricomycotina fungi recorded in fPoxDB (accessed on 20 December 2020), including biotrophs (ectomycorrhizal, mycoparasite, and root endophyte), BR and WR fungi, were retrieved and compared (Table S9). There was an average of 34.7 peroxidase-encoding genes in the genome of these Agaricomycete fungi. Sixty-one peroxidase-encoding genes were identified in *S. rugosoannulata*, much more than the majority of the tested Agaricomycete fungi. Among the 61 peroxidase-encoding genes, there were 50 genes encoding heme peroxidases in *S.* *rugosoannulata*, twice the average (25) of all of the tested fungi.

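For the transcriptome, mycelia of *S. rugosoannulata* were grown on PDA at 25 °C, and 3 libraries were sequenced, which are replicates of a single growth condition and are numbered 1 to 3 here. The paper names the strain as “Heinong No. 1”. The sample labels give the same strain, but their titles name S68, the monokaryotic strain derived from it. The labels name a plant RNA kit (OMEGA) for the extraction, whereas the methods name TRIzol for S68 mycelia grown in broth. The authors deposited, for each library, a whole-number count per gene model without normalization and the FPKM, the sequenced fragments of a gene corrected for its length and for library depth. The paper states that RNA-seq reads of mycelia were mapped to the assembly with Hisat2 for gene prediction; the program that made the counts, its use of strand, its treatment of reads that map to several genes and the total behind the FPKM are not given in the sources used here. The counts summed to 31831513, 30516180 and 29678333 in libraries 1, 2 and 3. Low counts were mostly even (67.7% of the counts from 1 to 10 over the 3 libraries), as when a sequenced fragment adds 2 counts; whether the counts are tallied reads or were computed from coverage is not given in the sources used here. A count of 0 allows up to 3 fragments, which at 2 counts each is 6 counts, or 0.188, 0.197 and 0.202 CPM (counts scaled to the library total) in libraries 1, 2 and 3, and this limit covers counting error only. For each of the 8286 genes with at least 200 counts in every library, counts and FPKM were proportional across libraries, with a relative SD of the ratio of 0.0584% between libraries 1 and 2 and of 0.0559% between libraries 1 and 3. Across all genes, Pearson's r of log2(FPKM + 1) was 0.969 between libraries 1 and 2, 0.985 between libraries 1 and 3 and 0.973 between libraries 2 and 3, and Spearman's rho was 0.964, 0.983 and 0.968 for the same pairs; genes are not independent replicates. The counts of every pair differed by far more than sampling noise, with a chi-square per degree of freedom of 299, 143 and 234, so no library was a second copy of another. The biological coefficient of variation, the relative spread of a gene between libraries beyond counting noise, was 0.304 over 9856 genes in edgeR with TMM normalization. It was 0.238 without library 2, the alternative that moved it most. With a single condition no differential test was possible, so levels are given as FPKM with the SD over the 3 libraries. The paper's text names no level at which a gene counts as expressed; a mean FPKM of at least 1 was used here, which 9784 of the 11750 gene models (83.3%) reached, and the number ranged from 8787 at a mean FPKM of at least 5 to 10494 with FPKM above 0 in at least 1 library. The median of the mean FPKM over all gene models was 23.9.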

Phylogenetic trees were constructed based on the predicted amino acid sequences of the heme peroxidases and non-heme peroxidases of *S. rugosoannulata*, respectively, and the transcription levels were analyzed (Figure 4A,B). Among the 50 heme peroxidases, the proteins belonging to the same family generally were grouped together, including manganese peroxidase, hybrid ascorbate-cytochrome c peroxidases (also named hybrid-type A peroxidases, APx–CcPs), heme-thiolate peroxidases (HTPs), linoleate diol synthase, and NADPH oxidase genes (Nox). The relationships between peroxidase families were relatively weak, as indicated by the low bootstrap values (Figure 4A).

Four main groups of fungal class II peroxidases were classified by Floudas et al. [44] based on structure-functional properties: lignin peroxidase (LiP; EC 1.11.1.14), manganese peroxidase (MnP; EC 1.11.1.13), versatile peroxidase (VP; EC 1.11.1.16), and generic peroxidases (GP; EC 1.11.1.7). Seventeen putative MnP-encoding genes were identified in the genome of *S. rugosoannulata* and there were no genes encoding GP, LiP and VP. MnP proteins are defined as possessing an Mn (II)-oxidation site near the internal propionate of heme formed by three acidic residues referred to as *Phanerochaete chrysosporium* MnP1 Glu35, Glu39, and Asp179 and *Pleurotus eryngii* VPL Glu36, Glu40, and Asp175 [44]. The average number of MnP-encoding genes per species was only five in the 62 tested Agaricomycete fungi; however, there were 17 MnP-encoding genes in the genome of *S. rugosoannulata*. All 17 MnP proteins were atypical, with only two acidic residues at the Mn-oxidation site (Table S10). It has been reported that 14 MnP genes in the genome of *H. sublateritium* are atypical [28]. 

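Of the 17 MnP genes drawn in Fig. 4A, 9 had a mean FPKM of at least 1, 6 lay between 0 and 1, and SRUG_09291 and SRUG_09292, models 30 and 31 of contig 11, had no count in any library. The number reaching an FPKM of 1 was 8, 11 and 9 in libraries 1, 2 and 3. It depended on the threshold applied to the mean FPKM, with 13 genes at 0.1 or more, 11 at 0.5 or more and 8 at 5 or more, and 15 genes had an FPKM above 0 in at least 1 library, the alternative that moved the number most. SRUG_07850 was the highest MnP gene by mean, with 56.9 ± 19.5 FPKM (SD, n = 3) and 2668, 1246 and 2283 counts in libraries 1, 2 and 3, but in library 2 SRUG_07849 was slightly above it (35.5 against 34.7 FPKM). SRUG_07850 is model 797 of contig 8 and belongs to a group of 6 MnP genes between models 791 (SRUG_07844) and 798 (SRUG_07851) of that contig. SRUG_03872 followed with 29.0 ± 15.1 FPKM, then SRUG_07849 with 27.4 ± 7.74, SRUG_07846 with 24.7 ± 4.96 and SRUG_07847 with 24.0 ± 15.2 (SD, n = 3 each); these 4 differed by less than their spread between libraries, so their order was not resolved. SRUG_03871, SRUG_10902 and SRUG_07851 had means of 18.5, 10.4 and 7.45 FPKM. SRUG_08480 passed the threshold with 4.66 ± 6.00 FPKM (SD, n = 3), but library 2 carried most of this mean (11.5 FPKM against 0.594 in library 1 and 1.84 in library 3), and without library 2 it was 1.22. The 6 genes below the threshold were SRUG_07844, SRUG_09779, SRUG_09293, SRUG_03862, SRUG_09835 and SRUG_04745, with means from 0.0323 to 0.692 FPKM. SRUG_07844 and SRUG_09779 exceeded an FPKM of 1 in library 2 alone, where they had 54 and 43 counts, and SRUG_09293, one of the 13 genes at 0.1 or more, was at 0.0534 FPKM without library 2. SRUG_04745 had 4 counts in library 1 and SRUG_09835 had 6 in library 2, with none in the other libraries. Fig. 4A marks 13 of the 17 as secreted; 5 of these had a mean FPKM of at least 1, as did all 4 of the others. Neighbouring MnP genes could share reads if their sequences are alike, and since the treatment of such reads is not known, the split between neighbours is uncertain.

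**Figure D1:**
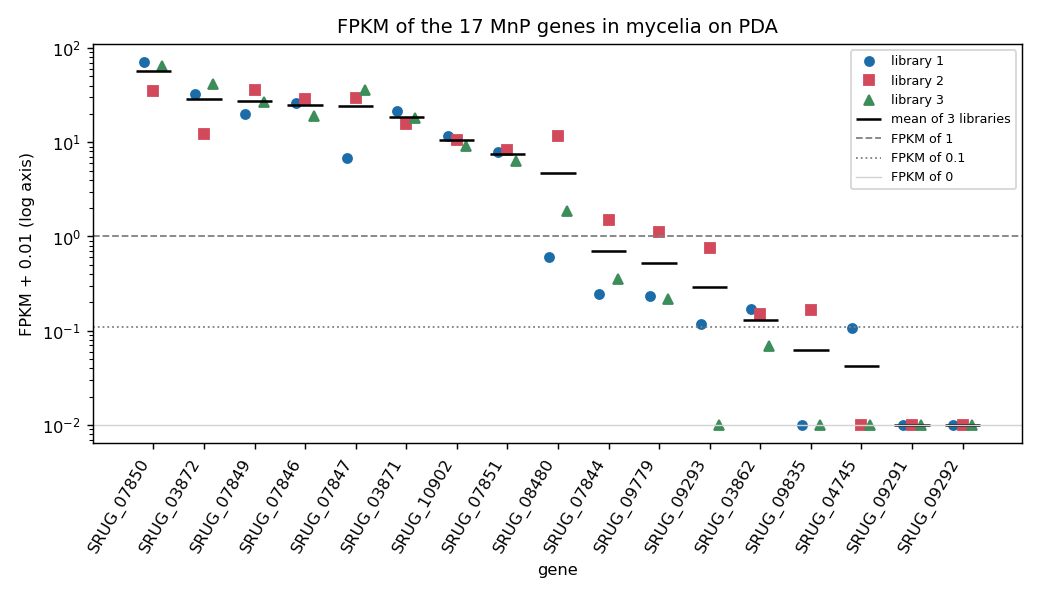
FPKM of the 17 MnP genes in each of the 3 libraries (points, with 0.01 FPKM added so that values of 0 can be drawn on the log axis) and their mean (black lines), ordered by mean. The 9 genes on the left have means above the dashed line at an FPKM of 1, 13 lie above the dotted line at 0.1, and the 2 on the right are at 0 in every library.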

The majority of MnPs were secreted proteins, and 13 of the 17 MnP genes were expressed in the mycelia of *S. rugosoannulata* (Table S11 and Figure 4A).

APx–CcPs share the enzymatic and structural features of ascorbate and cytochrome c peroxidases. Almost no Apx–CcP was found in most of the ectomycorrhizal and BR fungi. There was an average of one gene encoding APx–CcP in the genome of 62 tested Agaricomycete fungi (Table S9); however, 10 were detected in the genome of *S. rugosoannulata*. *H. sublateritium*, the species in the same family of *S. rugosoannulata*, had 7 APx–CcP genes. Ten and eight genes were detected in the species *Galerina marginata* and *Gymnopus luxurians,* respectively. We then performed a phylogenetic analysis of the APx–CcP proteins from these four species. Generally, APx–CcP proteins from *G. marginata* and *G. luxurians* were clustered as a group, and those from *S. rugosoannulata* and *H. sublateritium* were clustered together (Figure 4C). All 10 APx–CcPs were secreted proteins, and SRUG_02817 showed the top three highest expression levels among all the peroxidase-encoding genes (Table S11 and Figure 4A).

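Among the 10 APx–CcP genes, which Fig. 4A all marks as secreted, 6 had a mean FPKM of at least 1, and the same threshold was reached by 4, 6 and 6 of them in libraries 1, 2 and 3. All 10 had an FPKM above 0 in at least 1 library, the alternative that moved the number most. SRUG_02817, model 159 of contig 3, had 317 ± 92.0 FPKM (SD, n = 3), from 19932, 23938 and 12795 counts in libraries 1, 2 and 3, and lay at the 96.3th percentile of all gene models. Between 79.2% and 87.8% of the summed FPKM of the family was on this gene in each library. Of the 60 peroxidase genes drawn in Fig. 4A and 4B, it ranked 5 by mean FPKM, and 5, 4 and 8 in libraries 1, 2 and 3. The non-heme peroxidase gene SRUG_11529 (3913 ± 502 FPKM), the Nox gene SRUG_01647 (1694 ± 234) and the non-heme peroxidase gene SRUG_05238 (674 ± 216; SD, n = 3 each) were above it in every library. The non-heme peroxidase gene SRUG_04254 (570 ± 221 FPKM; SD, n = 3) was above it in 2 of the 3 libraries. SRUG_07277, ranked next below it with 284 ± 37.7 FPKM (SD, n = 3), differed from it by less than the spread between libraries. By CPM from the counts with TMM normalization, which is not corrected for gene length, SRUG_02817 ranked 4. Among the 50 heme peroxidase genes of Fig. 4A alone, a set chosen after the values were seen, SRUG_02817 ranked 2, and 2, 2 and 3 in libraries 1, 2 and 3. Fig. 4A is the figure that the paper cites for the rank of this gene. The other APx–CcP genes were at most at 23.6 ± 5.55 FPKM (SD, n = 3; SRUG_08368). SRUG_06801 (0.905, 1.01 and 2.03 FPKM in libraries 1, 2 and 3) fell below a mean of 1 without library 3, which left 5 genes. The lowest, SRUG_07017, had 2 counts, in library 3, and none elsewhere.

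**Figure D2:**
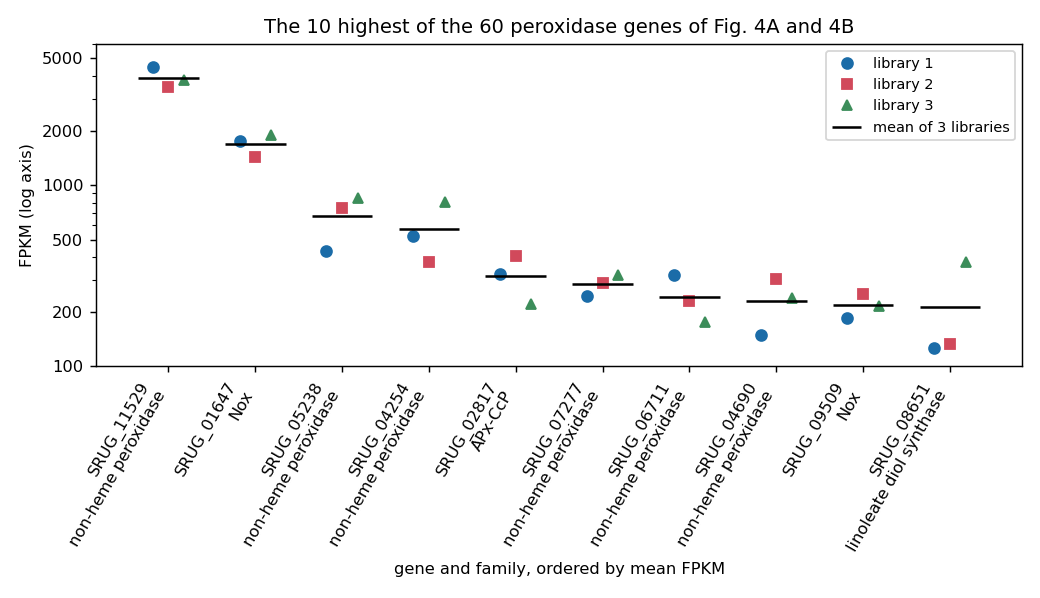
FPKM (log axis) in each of the 3 libraries (points) and the mean (black lines) for the 10 peroxidase genes of Fig. 4A and 4B with the highest means. SRUG_02817 is the fifth from the left; 3 genes lie above it in every library, and SRUG_08651, at the right, exceeds it in library 3 alone.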

Fourteen genes encoding heme-thiolate peroxidase (HTP) were identified in the genome of *S. rugosoannulata*. They all belong to haloperoxidase (chloroperoxidase, EC 1.11.1.10)-type sequences. HTP was present in all of the tested Agaricomycete samples except *Tremella mesenterica* and *Sebacina vermifera*, with an average of 7 copies per species. Several species showed expansions in HTP genes, including *A. bisporus* (24), *G. marginata* (24), *Auricularia subglabra* (16), *Exidia glandulosa* (30), *Fibulorhizoctonia* sp. (35), and *Sistotremastrum suecicum* (33). Most of them were transcripted in the *S. rugosoannulata* mycelia cultured in PDA medium.

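Fig. 4A shows 14 HTP genes, SRUG_10620 included, which its tree joins to them although it lies on the shading of another family. In the mycelia on PDA, 6 of the 14 had a mean FPKM of at least 1, and the same number reached it in each of the 3 libraries. An FPKM above 0 was found for 12 of them in at least 1 library, the alternative that moved the number most, and for 8 in every library, while 9 had a mean FPKM of at least 0.1. Without SRUG_10620, 5 of 13 had a mean FPKM of at least 1. SRUG_09697 was the highest, with 119 ± 27.4 FPKM (SD, n = 3) and 3013, 4308 and 2965 counts in libraries 1, 2 and 3. It exceeded SRUG_10678 (39.6 ± 6.12) and SRUG_06741 (25.7 ± 7.43; SD, n = 3 each) in every library. SRUG_10620, SRUG_11079 and SRUG_02748 had means of 7.67, 5.71 and 3.44 FPKM; that of SRUG_02748 was 1.95 without library 3. The other 8 genes had means of at most 0.156 FPKM (SRUG_06742, with 4, 4 and 10 counts in libraries 1, 2 and 3). SRUG_02749 had 12 counts in library 2 and SRUG_01346 had 2 there, with none in the other libraries, and SRUG_09264 had 2 counts in library 1 alone. No count was recorded for SRUG_01340 and SRUG_01341, models 24 and 25 of contig 2. Of the 9 HTPs marked as secreted, 2 had a mean FPKM of at least 1, against 4 of the 5 that were not. As for the MnP genes, reads could be shared between neighbouring genes such as SRUG_06741, SRUG_06742 and SRUG_06743.

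**Figure D3:**
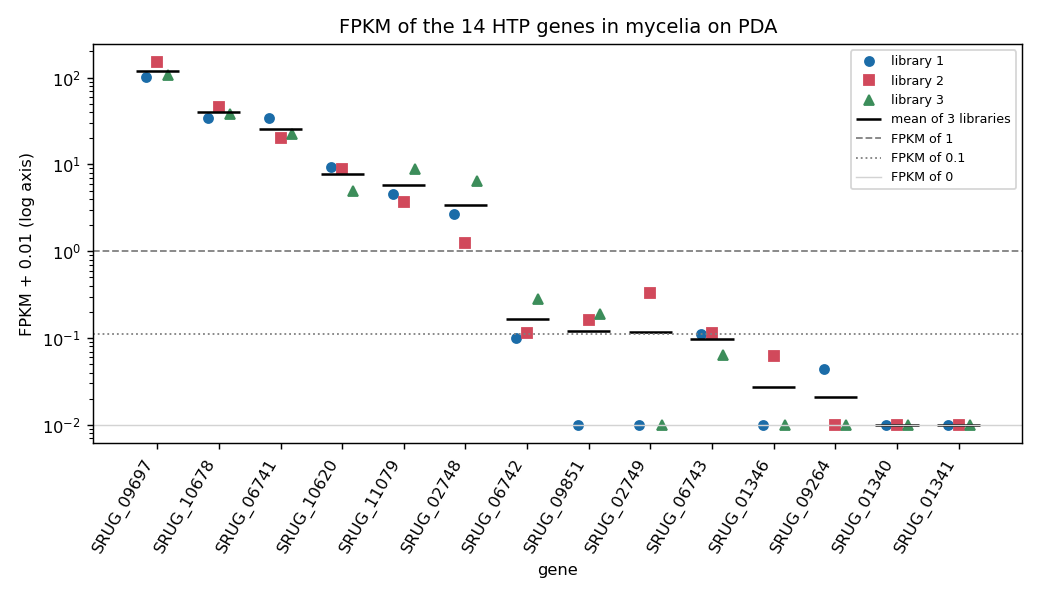
FPKM of the 14 HTP genes in each of the 3 libraries (points, with 0.01 FPKM added for the log axis) and their mean (black lines), ordered by mean. The means of 6 genes lie above the dashed line at an FPKM of 1, and a gap separates the lowest of these, at 3.44 FPKM, from the next gene, at 0.156.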

Dye-decolorizing peroxidases (DyPs; EC 1.11.1.19) are a newly discovered family of heme peroxidases unrelated to well-known peroxidases in terms of their amino acid sequences, tertiary structures, and catalytic residues [45]. One gene encoding DyP was identified in the genome of *S. rugosoannulata*. DyP-encoding genes are widespread among WR genomes but are absent from the majority of BR genomes (Table S9).

### 3.5. The Nutritional Strategy of S. rugosoannulata

A total of 371 genes could be assigned to CAZyme families, as defined in the CAZy database (Table S12), which consisted of 165 genes encoding glycoside hydrolases (GHs), 107 auxiliary activity families (AAs), 55 glycosyltransferases (GTs), 25 carbohydrate esterase (CEs), 10 polysaccharide lyase (PLs), and 9 carbohydrate-binding modules (CBMs). Most of the Agaricales fungi that we have tested followed similar trends.

The terms WR, BR, and LD have traditionally been used to separate saprotrophic mushroom-forming fungi based on their nutritional strategies. Comparison of the genes associated with PCWD has revealed that LDs are significantly different from BR fungi, whereas LDs and WR fungi show both similarities and differences with respect to the composition of PCWD genes [25]. We then compared the genes encoding PCWD in *S. rugosoannulata* with LD, WR, and BR fungi. According to the previous research of Floudas et al., the genes encoding PCWD were divided into three functional groups: gene families encoding the enzymatic degradation of cellulose (12 families), hemicellulose (including pectin; 23 families), and lignin/xenobiotic (9 families) (Table S13). For *S. rugosoannulata,* BR can be ruled out by a preliminary comparison of PCWD-encoding genes (Figure S8). It is difficult to determine whether *S. rugosoannulata* is an LD or WR fungus by direct analysis. Therefore, the nutritional strategy was analyzed by LDA analysis based on the 44 PCWD enzymes. Thirty-seven species from three groups (BR, LD, and WR) were examined. Ten characters with very low tolerance were excluded from the Failing Tolerance Test (default tolerance level 0.001) (Table S14-1). The remaining 34 of the 44 characters were included in the analysis and grouped correctly at a rate of 100% (Table S14-2). *S. rugosoannulata* was classified as an LD with 100% probability (Table S14).

### 3.6. Detection of Secondary Metabolite Clusters

A total of 34 gene clusters located on different scaffolds were predicted using Antismash, including 1 nonribosomal peptide synthase (NRPS) and 11 NRPS-like gene clusters, 1 type 1 polyketide synthase (T1PKS), 16 terpene synthases (TSs), 2 siderophores, and 3 indole clusters (Table S15 and Figure S9). The number of secondary metabolite clusters in the genome of *S. rugosoannulata* was much greater than that of commercially cultivated mushrooms *A. bisporus*, *Lentinula edodes*, and *P. eryngii*, which suggests that diverse secondary metabolites can be produced by *S. rugosoannulata* (Table S16).

Most fungi have no or only one siderophore cluster (Table S16); however, two siderophore clusters have been identified in the genome of *S. rugosoannulata* (Figure 5A). Further analysis found that two core biosynthetic genes encoding siderophores in the majority of fungi, such as *H. sublateritium* and *Coprinopsis cinerea,* were adjacent and presented as a cluster (Figure 5B). In *S. rugosoannulata*, the related orthologous core biosynthetic genes for siderophores are located on scaffolds 2 and 4, so two siderophore clusters were identified (Figure 5B). Transcriptome analysis showed that all of the genes in the two siderophore clusters were expressed in the mycelia.

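The core biosynthetic genes of the 2 siderophore clusters, as named in Fig. 5, were both above an FPKM of 1 in every library. SRUG_02402, model 1099 of contig 2, had 7.06 ± 4.21 FPKM (SD, n = 3), with 3.30, 11.6 and 6.26 in libraries 1, 2 and 3 from 212, 713 and 376 counts. SRUG_04293, model 485 of contig 4, had 11.9 ± 3.07 FPKM (SD, n = 3), with 14.8, 8.68 and 12.2 in the same libraries from 934, 523 and 719 counts. Which of the 2 genes was higher was not resolved, since SRUG_02402 was the higher of them in library 2 and the lower in libraries 1 and 3. They lay at the 28.5th and 35.4th percentiles of all gene models, below the median. Among the gene models with FPKM above 0 in at least 1 library, the alternative that moved the percentiles most, they lay at the 20.0th and 27.7th. The table that assigns the other genes to the clusters was not used here. In its place, the 5 gene models listed before and the 5 listed after each core gene on its contig were examined, which need not be the members of the clusters and were chosen after the data had been seen. All 10 around SRUG_02402 had a mean FPKM of at least 1, from 7.13 (SRUG_02401) to 391 (SRUG_02399), with a median of 33.1. The 10 around SRUG_04293 did so too, from 10.1 (SRUG_04297) to 171 (SRUG_04296), with a median of 33.7.

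**Figure D4:**
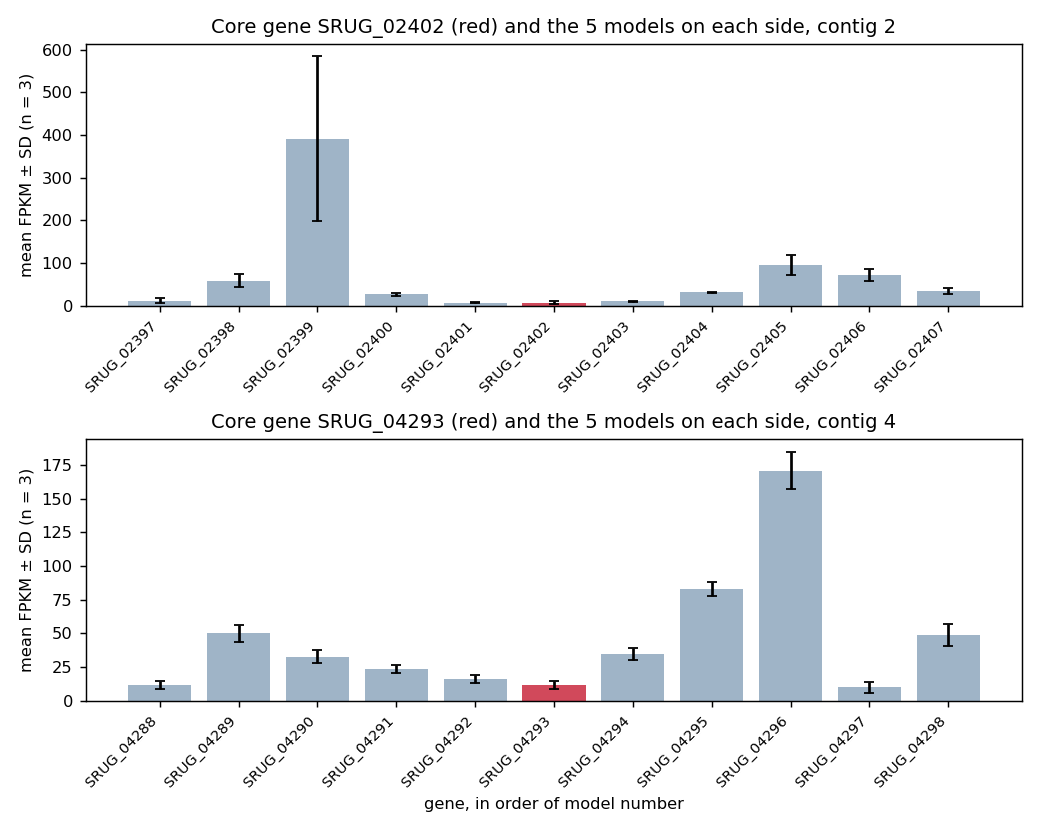
Mean FPKM (bars; error bars, SD of 3 libraries) of the siderophore core genes SRUG_02402 and SRUG_04293 (red) and of the 5 gene models listed on each side of them on contigs 2 and 4. The core genes are at 7.06 and 11.9 FPKM, and the highest neighbours are SRUG_02399 at 391 and SRUG_04296 at 171.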

It was recently confirmed that the NRPS gene cluster is responsible for producing coprinoferrin in the Basidiomycete *C. cinerea* [46]. This gene cluster includes 17 genes in the genome of *C. cinerea,* and it was found that the 15 genes of the NRPS cluster (cluster 6 in Figure S9) in *S. rugosoannulata* shared a sequence similarity of over 40% to 80% with those of *C. cinerea* (Figure 5C and Table S17) and *H. sublateritium*, respectively, and therefore might be responsible for the production of coprinoferrin-related compounds. Transcriptome analysis showed that all of the genes in the cluster were highly or moderately expressed.

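Of this cluster, the core NRPS gene SRUG_03252 is named in Fig. 5C; the table that lists the other members was not used here. SRUG_03252, model 598 of contig 3, had 9.85 ± 1.20 FPKM (SD, n = 3), with 9.52, 11.2 and 8.84 in libraries 1, 2 and 3 from 2388, 2676 and 2069 counts. This placed it at the 32.6th percentile of all gene models, and between 31.9 and 33.6 with each library left out in turn. By CPM with TMM normalization, which does not correct for gene length, it lay at the 72.0th percentile, on the other side of the median. The gene has 5.45 times as many counts per FPKM as the median gene, a ratio that grows with the length used for the FPKM. The 5 gene models listed on each side of it on the contig, chosen after the data had been seen and not necessarily members of the cluster, all had a mean FPKM of at least 1, from 13.6 (SRUG_03253) to 128 (SRUG_03254), with a median of 46.3. Of these 10 models, 9 were above the median of all gene models. The paper names no level for high or moderate expression in its text. From the similarity of the genes to those of *C. cinerea*, and from the transcriptome, the paper proposes that this cluster produces coprinoferrin-related compounds.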

Three indole clusters were found in the genome of *S. rugosoannulata*, far more than the majority of fungi that have no or only one indole cluster (Table S16). However, the three core genes (SRUG_09987, SRUG_10137, and SRUG_11196) had no or very low expression in the mycelial sample.

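None of the 3 indole core genes reached a mean FPKM of 1. SRUG_09987, model 121 of contig 12, had no count in any library, which allows up to 6 counts, or 0.188, 0.197 and 0.202 CPM in libraries 1, 2 and 3. SRUG_11196, model 132 of contig 16, had 2 counts in library 2, or 0.0594 FPKM, and none in libraries 1 and 3; without library 2 it was at 0. SRUG_10137, model 275 of contig 12, was detected in every library, with 28, 31 and 33 counts and 0.830 ± 0.0906 FPKM (SD, n = 3). Its values of 0.737, 0.835 and 0.918 FPKM lay below 1 in libraries 1, 2 and 3 and above the 2 other core genes in each. It lay at the 16.2th percentile of all gene models and at the 6.12th percentile of those with FPKM above 0 in at least 1 library.

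**Figure D5:**
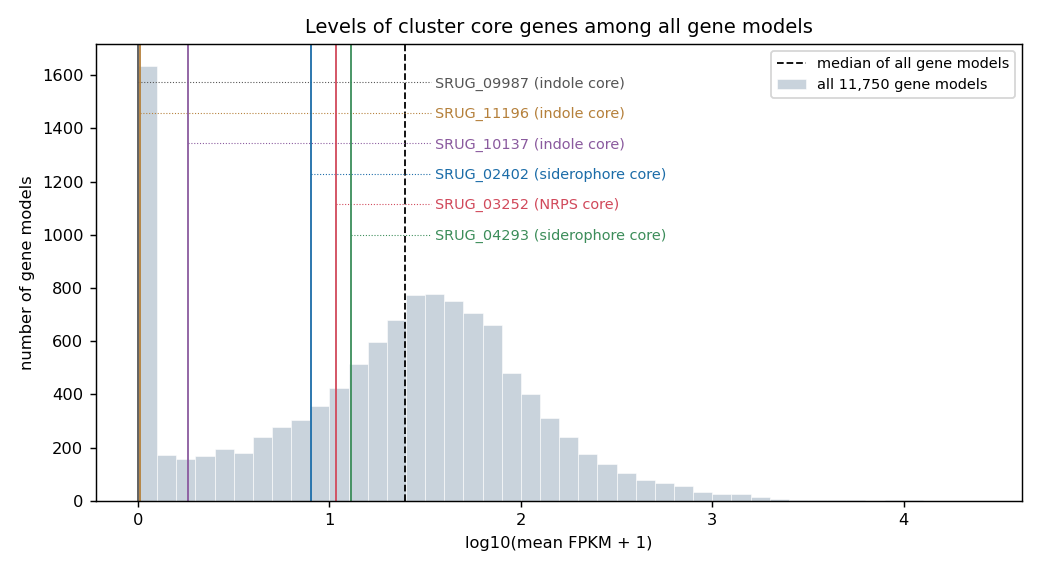
Number of gene models (grey bars) by log10(mean FPKM + 1) over the 3 libraries, with coloured lines at the core genes of the indole, siderophore and NRPS clusters and a dashed line at the median of all 11750 gene models. SRUG_09987 and SRUG_11196 fall in the bar at 0, SRUG_10137 is at 0.262, and the siderophore and NRPS core genes lie between 0.906 and 1.11, left of the median.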

### 3.7. No Genes Encoding Psilocybin Biosynthesis Enzymes Were Predicted in the Genome of S. rugosoannulata

The species of the genera *Conocybe*, *Gymnopilus*, *Panaeolus*, *Pluteus*, *Psilocybe*, and *Stropharia* have been reported to be hallucinogenic mushrooms that contain psilocybin [47,48]. Among the species of the genus *Stropharia*, *S. coronilla* has been reported to produce psilocin/psilocybin [49], and no psilocin/psilocybin was detected in *S. rugosoannulata* by high-performance liquid chromatography (HPLC) analysis [50]. Enzymatic synthesis of psilocybin has been reported in the phylogenetically closed species *P. cubensis* and *P. cyanescens* [29]. We searched the genes encoding three key psilocybin biosynthesis enzymes, namely, tryptophan decarboxylase (PsiD), psilocybin-related N-methyltransferase (PsiM), and psilocybin-related phosphotransferase (PsiK), in the genome of *S.* *rugosoannulata*. It was found that the proteins SRUG_10179, SRUG_02421, and SRUG_10672 have only 38.5%, 27.5%, and 44.4% identity with the related enzymes responsible for psilocybin biosynthesis in *P. cubensis,* respectively. Phylogenetic analysis showed that the known psilocybin biosynthesis enzymes were grouped as a cluster with high support values, and the related proteins of *S.* *rugosoannulata* are grouped into different clusters with PsiD, PsiK, and PsiM, which were confirmed to encode for psilocybin biosynthesis enzymes (Figure 6). This suggests that the gene cluster for psilocybin biosynthesis is absent in *S.* *rugosoannulata*, which is consistent with the result of no psilocin/psilocybin determined by HPLC [50].

### 3.8. Gene Encoding Cytochrome P450 in the Genome of S. rugosoannulata

Blastp analysis was performed against the Fungal Cytochrome P450 Database (FCPD) and it was found that 217 cytochrome P450 monooxygenases in the *S. rugosoannulata* genome were classified into 57 families. The largest number was for CYP559 (26), followed by CYP65 (10) and CYP505 (9). Both CYP559 and CYP65 are involved in the secondary metabolism. There were 26 CYP-encoding genes involved in xenobiotic metabolism (Table S18), which may participate in the diverse functions of detoxifying xenobiotic compounds. For example, SRUG_05169 (CYP504) encodes phenylacetate-oxidizing cytochrome P450 (EC 1.14.13), which can catalyze phenylacetate catabolism [51] and thus contributes to pollutant degradation.

## 4. Discussion

In this study, we presented the genome sequence of *S. rugosoannulata* generated by Illumina and PacBio RSII long-read sequencing technologies. The monokaryotic strain used in this study was obtained from the cultivar CGMCC 5.2220, which is widely cultivated in China. We focused on analysis of the repertoire of PCWD enzymes, nutritional strategies, and secondary metabolite clusters. *S. rugosoannulata* was classified as LD with 100% probability by LDA analysis based on PCWD enzymes. The expansion of genes encoding lignin and xenobiotic degradation enzymes, cytochrome P450 involved in the xenobiotic metabolism, and siderophore clusters confirm the potential application for bioremediation. A nutritional strategy of LD will guide the substrate selection for fruiting body cultivation.

The assembly of N50 2.96 Mb and N90 1.35 Mb was significantly improved from the previously reported version of this species, which had an N50 of 8,626 bp [20] (Table S5). Since heterokaryotic stages are dominant during the lifecycle in the majority of basidiomycetes species, the monokaryotic strain helped obtain a high-quality genome. Currently, the high-quality genomes of some mushrooms, such as *Gloeostereum incarnatum* [52], *Pleurotus tuoliensis* [53], and *Sanghuangporus sanghuang* [54], have been sequenced and assembled with monokaryotic strains.

Peroxidases are a group of oxidoreductases that mediate the electron transfer from hydrogen peroxide (H_2_O_2_) or organic peroxide to various electron acceptors. The results of sequence analysis indicated that the number of heme peroxidase-encoding genes (50) in the genome of *S. rugosoannulata* was twice the average of all of the tested fungi. The distinctive features are the much greater HTP (14), MnP (17), and APx–CcP (10) than the majority of the tested Agaricales.

As a critical contributor to the microbial ligninolytic system, MnP can oxidize Mn^2+^ to oxidative Mn^3+^, which acts as a mediator for the oxidation of various phenolic compounds, as has been observed in the case of lignin or analogous structures such as xenobiotic compounds [55]. Atypical MnP has only one or two conserved acidic amino acid residues at the predicted Mn^2+^ binding site and has been identified in some wood-degrading fungi [44]. All 17 MnPs in *S. rugosoannulata* are atypical. HTPs are peroxidases that mediate the oxidation of halides and other compounds, including N-dealkylation, sulfoxidation, epoxidation of alkenes, and benzylic hydroxylation [56]. APx–CcP is a functional hybrid between cytochrome c peroxidase and ascorbate peroxidase. All of these peroxidase-encoding genes in the genome of *S. rugosoannulata* contribute to its potential application in bioremediation.

Three functional groups of gene families encoding PCWD enzymes (cellulose, hemicellulose, pectin, and lignin/xenobiotic) in the genome of *S. rugosoannulata* were compared to LD, WR, and BR. The ratio of total lignin and xenobiotic-related genes (50.5%) was higher than that of WR (39.6%), BR (29.7%), and LD (41.1%, Table S12). The expansion of lignin- and xenobiotic-related genes in the genome of *S. rugosoannulata* is responsible for its potential application in bioremediation and its stronger ability to degrade lignin than most LDs.

*S. rugosoannulata* is found in forests or lawns on forest boards, fallen leaves, and rarely in decomposed wood [57]. Cultivation substrates include both cellulosic straw and lignin sawdust. Most studies have considered it an LD [9,16]; however, some reports have classified it as a WR [17,18]. It has been reported that LD fungi shares with WR fungi the plesiomorphic enzymatic network involved in cellulose decomposition, whereas genomic signatures related to hemicellulose- and lignin-degradation genes can separate LD fungi from most WR fungi [25]. The key differences are related to the absence of high-ligninolytic potential VP and LiP in most LD fungi compared to WR fungi. There were no VP or LiP genes in the genome of *S. rugosoannulata* (Table S11), which is similar to that observed in most LD fungi. However, the number of genes encoding manganese peroxidase (17) was considerably higher than the average in LD (4) and WR (12) fungi. Enzyme activity analysis has confirmed that manganese-oxidizing peroxidase is the predominant enzyme of lignin degradation during growth in beech wood microcosms of *S. rugosoannulata* [13]. Additionally, GH11 genes were found only in LD and a few wood decayers. The average number of GH11 genes was four in LD and one in WR; however, there was only one GH11 gene in *S. rugosoannulata*. It seems to be challenging to classify *S. rugosoannulata* into LD or WR. Therefore, the nutritional strategy of *S. rugosoannulata* was analyzed by LDA based on the 44 PCWD enzymes, and *S. rugosoannulata* was classified as an LD with 100% probability (Table S14).

The analyses of PCWD enzymes and nutritional strategy are important for substrate selection during fruiting body cultivation. For LD fungi such as *Agaricus bisporus*, composted cereal straw and animal manure are the key substrates for fruiting body cultivation [58]. However, sawdust is often used as one of the substrates and generally accounts for 30% of the medium for fruiting body cultivation of *S. rugosoannulata* in China. This is consistent with the expansion of genes encoding manganese peroxidase in the genome, which can help degrade lignin. On the contrary, as an LD fungus, *S. rugosoannulata* cannot grow well without cellulose. For example, when 100% sawdust was used to cultivate *S. rugosoannulata*, the spawn colonized on the substrates slowly, and there was almost no primordium differentiation or fruiting body formation (Figure 7), resulting in serious economic losses, whereas 100% bagasse fiber was good for fruiting body cultivation (Figure 7). As an LD fungus, *S. rugosoannulata* has a significant impact on the carbon cycle in terrestrial ecosystems as a saprotrophic decayer of leaf litter and straw.

Siderophores are generally synthesized by two pathways: An NRPS-dependent pathway and an NRPS-independent pathway. It has been confirmed that *CC1G_04210* (*cpf1*) encodes a siderophore synthetase and this NPRS cluster is responsible for the production of coprinoferrin, which is necessary for extracellular iron acquisition and is crucial for the growth and maturation of *C. cinerea* [46]. Homologous comparison and transcriptome analysis revealed that the NRPS cluster (cluster 6 in Figure S9) in *S. rugosoannulata* might be responsible for the production of coprinoferrin-related compounds. These NPRS siderophore synthetases are widespread in mushrooms and evolved from a common ancestor of basidiomycetes [46]. Moreover, two other siderophore clusters (clusters 4 and 7 in Figure S9) were predicted by Antismash in the genome of *S. rugosoannulata*. Pfam analysis showed that the core genes *SRUG_02402* and *SRUG_04293* have pfam04183 (IucA/IucC family) and pfam06276 (ferric iron reductase FhuF-like transporter). IucA and IucC are members of a family of non-NPRS-independent siderophore synthetases which are involved in the production of siderophores [59]. These two core genes encoding for siderophores, namely, *SRUG_02402* and *SRUG_04293*, are located on scaffolds 2 and 4 of the genome assembly of *S. rugosoannulata*, respectively, and two siderophore clusters were identified. However, the homologous genes of *SRUG_02402* and *SRUG_04293* in the other tested Agaricales mushrooms, such as *H. sublateritium* and *C. cinerea*, were adjacent and presented as a cluster (Figure 5A,B). Siderophores can bind to various metals, including iron. In addition to their essential role in the growth of fungi, siderophores have shown their potential roles in bioremediation [60]. Gene recombination might occur, and two clusters for the NRPS-independent siderophore synthesis were formed. It seemed that *S. rugosoannulata* can produce more siderophores for iron acquisition.

Psilocybin, a serotonin receptor agonist that induces altered states of consciousness, can be produced by some Agaricales, such as *Psilocybe cubensis*, *Gymnopilus dilepis*, and *Panaeolus cyanescens* [61]. *S.* *rugosoannulata* has been widely cultivated in China and is recommended by the Food and Agriculture Organization as a cultivated mushroom for developing countries [2], implying safety. No psilocin/psilocybin was detected by HPLC analysis in *S. rugosoannulata* [50]. However, the genome data allowed us to make the first comprehensive inventory of the genes involved in psilocybin biosynthesis for comparison with known hallucinogenic mushrooms. Phylogenetic analysis revealed that the related proteins of *S.* *rugosoannulata* were grouped into different clusters compared to the known proteins responsible for psilocybin biosynthesis (Figure 6). Consistent with safe usage as an edible mushroom, the *S. rugosoannulata* genome does not contain genes for known psilocin/psilocybin biosynthesis.

## 5. Conclusions

A high-quality genome of the *S. rugosoannulata* commercial cultivar in China was assembled, and the PCWD enzymes, nutritional strategy, and secondary metabolites were analyzed in this study. The expansion of genes encoding MnP, lignin and xenobiotic degradation enzymes, and cytochrome P450 involved in the xenobiotic metabolism in the genome of *S. rugosoannulata* can explain its strong ability to bioremediate and degrade lignin. Consistent with the fact that *S. rugosoannulata* is safe for use as an edible mushroom, the *S. rugosoannulata* genome does not contain genes for known psilocybin biosynthesis. Genome analysis of *S. rugosoannulata* will contribute greatly to fruiting body cultivation and will provide insight into its application in bioremediation.

## Figures and Tables

**Figure 1:**
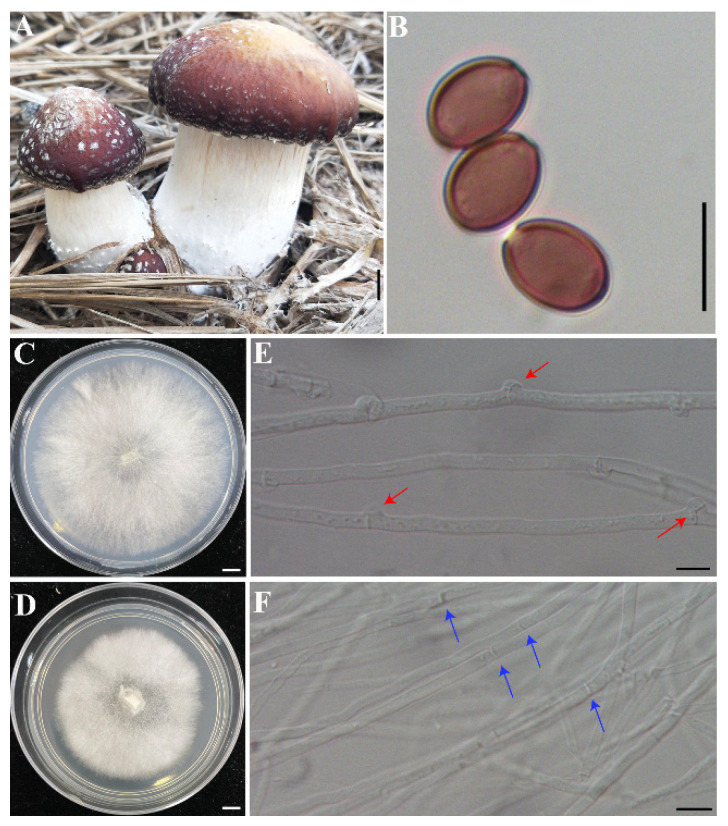
The fruiting bodies of *Stropharia rugosoannulata* and the monokaryotic strain used for genome sequencing. (**A**) The fruiting bodies of *S. rugosoannulata*. (**B**) The basidiospores of *S. rugosoannulata*. (**C**,**E**) Heterokaryotic mycelia with clamp connections. (**D**,**F**) Vegetative mycelium of monokaryotic strain S68. Bars: (**A**,**C**,**D**) = 1 cm; (**B**,**E**,**F**) = 10 μm.

**Figure 2:**
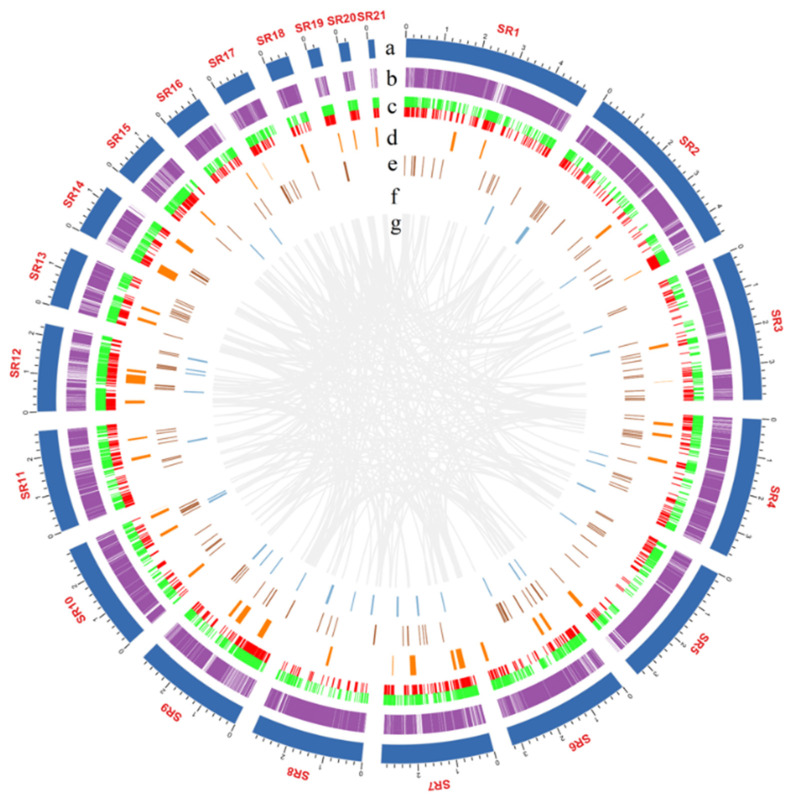
Circos graph of the characteristics of the *Stropharia rugosoannulata* genome. (**a**) 21 scaffolds. (**b**) Gene density. (**c**) Transposable elements (TEs), of which transposons are marked in red and retrotransposons in green. (**d**) SNP density. (**e**) Non-coding RNA. (**f**) Gene clusters of secondary metabolites. (**g**) Large fragment duplication.

**Figure 3:**
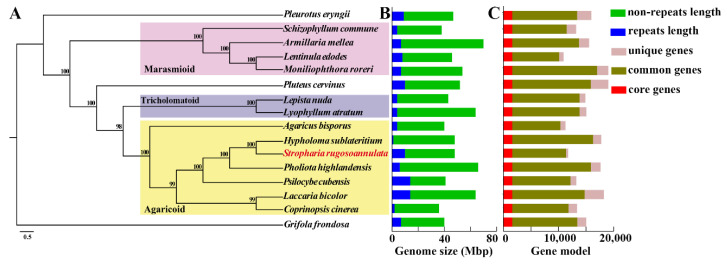
Phylogenetic tree and comparison of the genome features of *Stropharia rugosoannulata* with the other Agaricomycetes genomes. (**A**) Maximum likelihood tree showing the phylogenetic relationship based on 1609 single-copy orthologs of 16 Agaricomycetes fungi. (**B**) Genome size in Mbp, showing the distribution of the repeat and non-repeat contents. (**C**) Gene model counts of each genome are divided into core genes (present in all genomes), common genes (present in two or more genomes), and unique genes (exclusively found on that genome).

**Figure 4:**
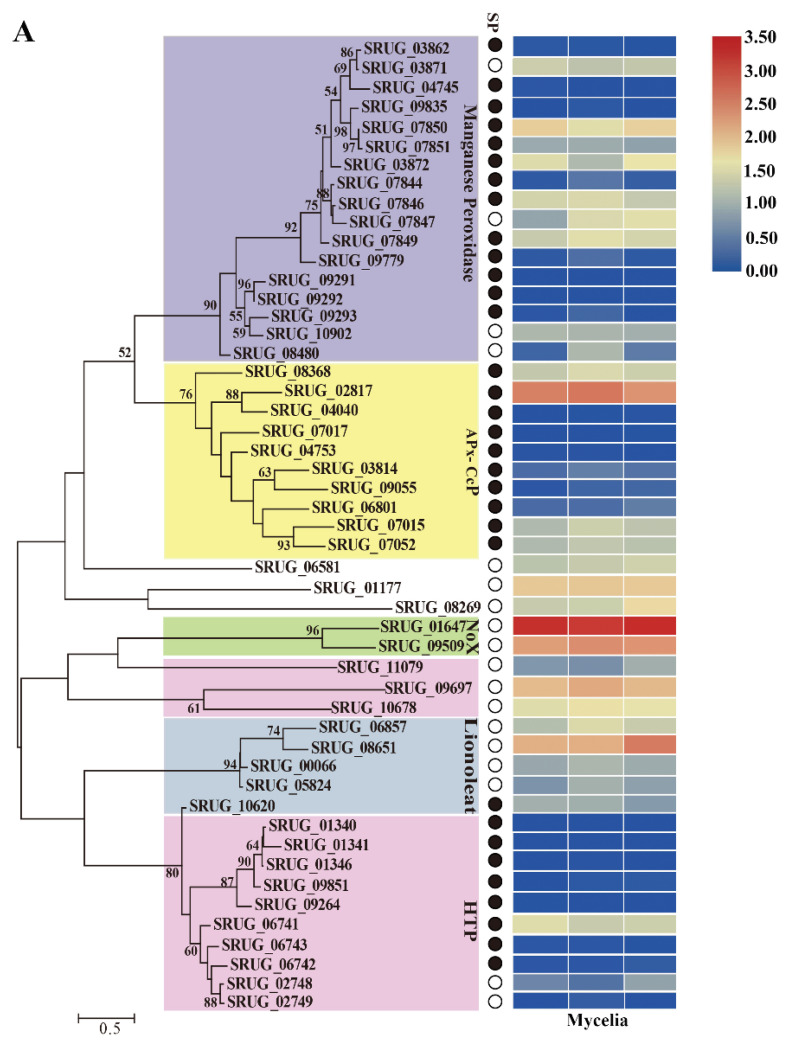

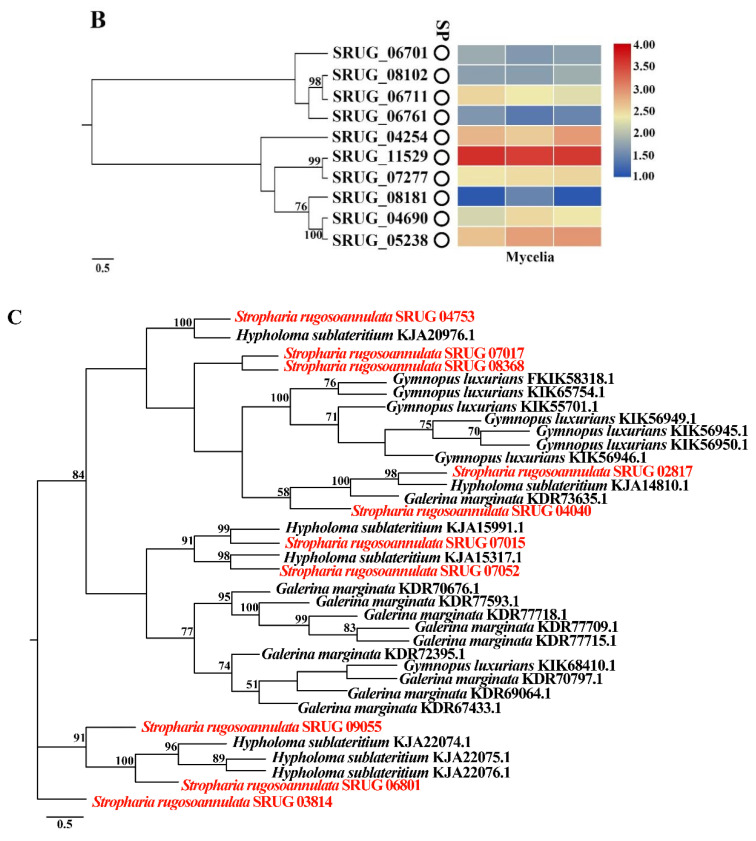
Phylogenetic analysis based on the amino acid sequences of peroxidases and transcription level of the genes (**A**) 50 putative heme peroxidases. (**B**) 10 putative non-heme peroxidases. (**C**) Phylogenetic analysis of Apx–CcPs from the species of *S. rugosoannulata*, *H. sublateritium*, *G. marginata,* and *G. luxurians*. The phylogenetic trees were constructed using RAxML (version 8) with 1000 bootstrap replicates. The numbers at the nodes represent the bootstrap percentages. The solid black and empty circles represent the secreted and non-secreted proteins, separately. A heatmap drawn with TBtools [43] indicated the expression in the mycelia of *S. rugosoannulata*. HTP, heme-thiolate peroxidases, APx–Ccp, hybrid ascorbate-cytochrome c peroxidases, and Nox, NADPH oxidase genes. The red fonts in (**C**) indicated the Apx–CcPs from *S. rugosoannulata*.

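Outside the MnP, APx–CcP and HTP families, every peroxidase gene drawn in Fig. 4A and 4B had an FPKM of at least 1 in each of the 3 libraries. The 10 non-heme peroxidase genes ranged from 16.5 ± 9.96 FPKM (SRUG_08181, 10.7 without library 2) to the highest gene of Fig. 4, SRUG_11529, with a log10(mean FPKM + 1) of 3.59. Between 59.9% and 70.9% of the summed FPKM of the non-heme genes was on SRUG_11529 in each library. The 2 Nox genes were SRUG_01647, second among the 60 genes, and SRUG_09509, at 217 ± 33.3 FPKM (SD, n = 3), ranked 9. Of the 4 linoleate diol synthase genes, SRUG_08651 was the highest in every library, with between 72.4% and 91.5% of the summed FPKM of the 4. Its mean of 212 ± 142 FPKM (SD, n = 3) was raised by library 3, at 376 FPKM against 127 and 133 in libraries 1 and 2, and was 129.96 without it. The other linoleate diol synthase genes, SRUG_06857, SRUG_00066 and SRUG_05824, had means of 21.6, 8.87 and 6.44 FPKM. The 3 heme peroxidase genes on no shading had 77.4 ± 3.18 (SRUG_01177), 32.4 ± 19.4 (SRUG_08269, 21.3 without library 3) and 19.7 ± 3.95 FPKM (SRUG_06581; SD, n = 3 each). Over the whole of Fig. 4A and 4B, 13 of the 32 genes marked as secreted had a mean FPKM of at least 1, against 27 of the 28 marked as not secreted, the exception being the HTP gene SRUG_02749. This contrast mixes families. No non-heme, Nox, linoleate diol synthase or unshaded gene was marked as secreted, whereas all 10 APx–CcP genes were. Only the MnP and HTP families held genes of both kinds. The legend names no scale for the heatmap.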

**Figure 5:**
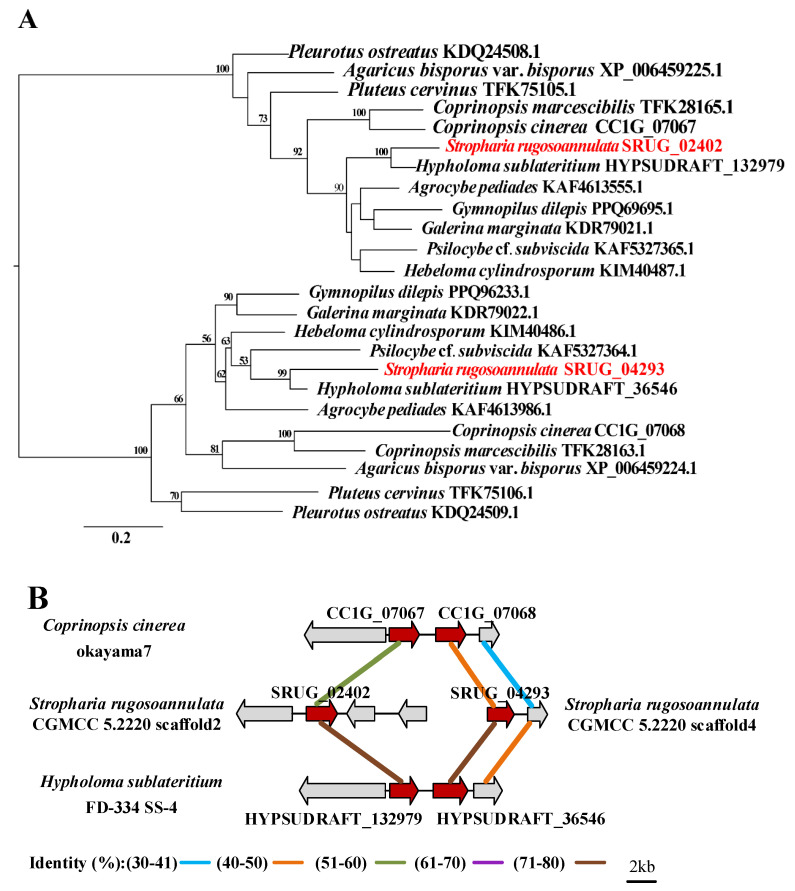

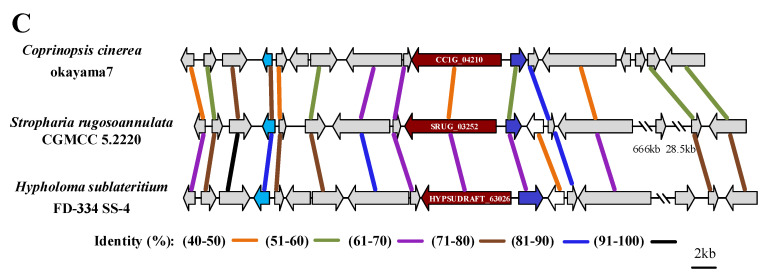
Comparative analysis of the siderophore gene clusters. (**A**) Phylogenetic analysis based on the amino acid sequences of the core genes of siderophore clusters. The red fonts in Figure 5A indicated the proteins of *S. rugosoannulata*. (**B**) Synteny analysis of the siderophore-encoding gene cluster predicted by Antismash in *C. cinerea*, *S. rugosoannulata,* and *H. sublateritium*. (**C**) Synteny analysis of the gene cluster responsible for coprinoferrin biosynthesis in *C. cinerea*, *S. rugosoannulata,* and *H. sublateritium*. The identity is based on the protein sequences. Gray arrowheads indicate the homologous genes, while white arrowheads indicate unique genes within the region analyzed and crimson arrowheads indicate the NRPS core genes. The sequence identity between the homologous proteins from the two fungi is shown by bold solid lines of different colors.

**Figure 6:**
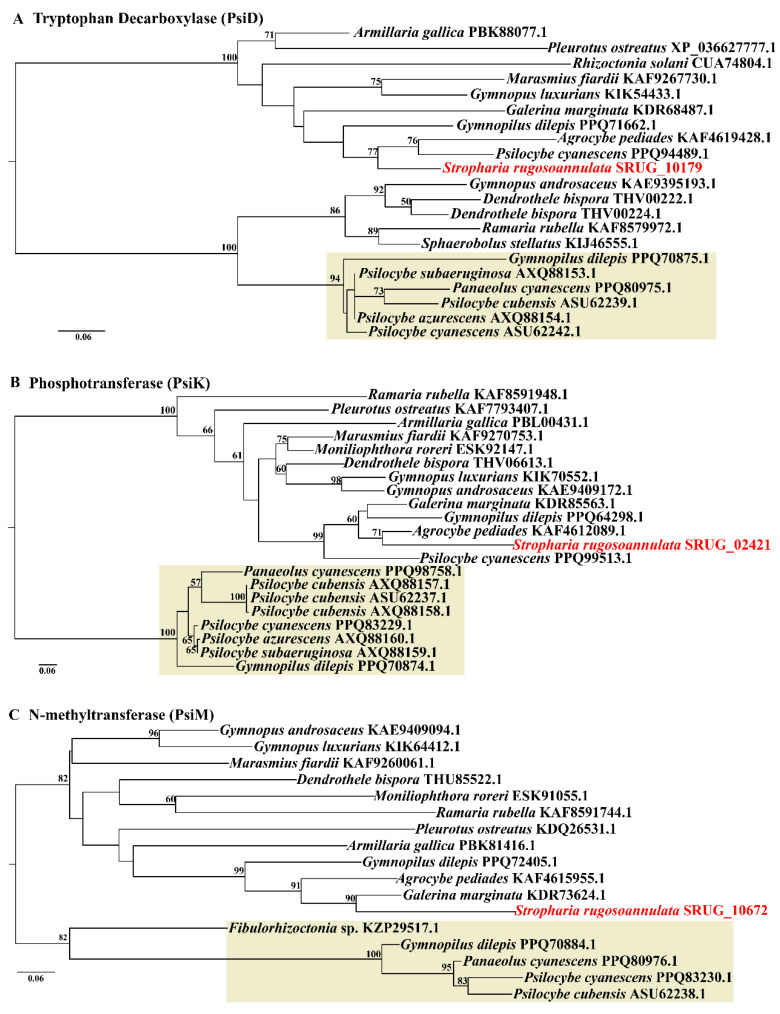
RAxML phylogenetic analysis of the key psilocybin biosynthesis enzymes. (**A**) Tryptophan decarboxylase (PsiD); (**B**) phosphotransferase (PsiK); (**C**) N-methyltransferase (PsiM). The known psilocybin biosynthesis enzymes were grouped as a cluster, which is indicated in pale yellow. The red fonts indicated proteins of *S. rugosoannulata*.

**Figure 7:**
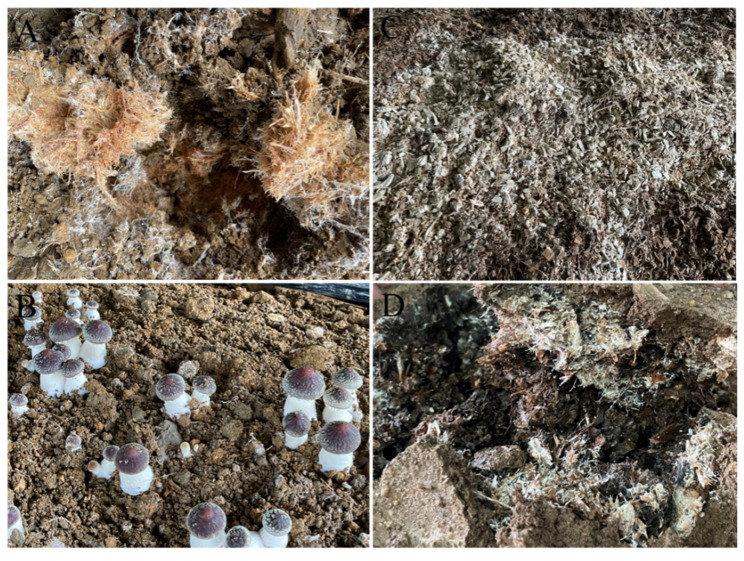
The mycelia and fruiting body of *Stropharia rugosoannulata* growing on bagasse fiber and sawdust. (**A**,**B**) The 100% bagasse fiber as substrate to cultivate *S. rugosoannulata*; (**C**,**D**) *S. rugosoannulata* mycelia growing on 100% sawdust.

**Table 1:** Summary of the genome assembly and annotation of *Stropharia rugosoannulata*.

Genome	Value
Length of genome assembly, bp	48,331,048
No. of scaffolds	21
Length of the largest scaffold, bp	4,928,370
Length of the smallest scaffold, bp	182,917
N50, bp	2,961,130
N90, bp	1,348,662
Scaffolds ≥ 5 kb, percentage of assembly, %	100
GC content, %	47.35
No. of protein-coding genes	11,750
Average protein length, aa	485
Average exon size, bp	232.84
Average No. of exons per gene	6.25
Average intron size, bp	92.77

**Table 2:** Classification of the repeat sequences in the genome of *Stropharia rugosoannulata*.

Classification	Order	Superfamily	Number of Elements	Length of Sequence (bp)	Percentage of Sequence (%)
Class I (retrotransposons)			7915	6,192,475	12.81
	LTR		5813	5,386,682	11.15
		Gypsy	2292	3,629,891	7.51
		Copia	987	521,946	1.08
		Unknown	2534	1,186,845	2.55
	LINE		1986	790,514	1.64
	SINE		116	15,279	0.03
Class II (DNA transposons)			3706	2,254,847	4.67
	DNA		2473	1,745,535	3.61
	MITE		1090	417,182	0.86
	RC	Helitron	143	92,130	0.19
Total TEs			11,621	8,447,322	17.48
Tandem Repeats			4087	227,073	0.47
	Ttandem repeat		2288	204,520	0.42
	SSR		1799	22,553	0.05
Simple repeats			203	19,120	0.04
Unknown			2463	927,192	1.92
Low complexity			9	1419	0.00
Total repeats			18,383	9,622,126	19.91

## Data Availability

Raw sequences of both PacBio long-read sequencing and Illumina short-read sequencing were submitted to NCBI SRA (http://www.ncbi.nlm.nih.gov/sra accessed on 3 January 2022) under BioProject PRJNA690158. Transcriptome data were submitted under BioProject GSE164538.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/jof8020162/s1, Figure S1: Statistical analysis for high-quality reads of the *Stropharia rugosoannulata* genome; Figure S2: Heterozygosity analysis based on K-mer analysis; Figure S3: The completeness evaluation of the assembled genome; Figure S4: GO enrichment of the predicted proteins in *Stropharia rogosoannulata*; Figure S5: KEGG classification of the predicted proteins in *Stropharia rogosoannulata*; Figure S6: Venn diagram of the orthologous gene families; Figure S7: Colinear comparison of the whole genomes of *Stropharia rugosoannulata* and *Hypholoma sublateritium* using MUMmer plots; Figure S8: Comparison analysis of the number of predicted proteins involved in the degradation of HE (hemicellulose), CE (cellulose), and L/X (lignin/xenobiotics); Figure S9: Biosynthetic gene clusters in the *Stropharia rugosoannulata* genome; Table S1: Sequencing data used for the genome assembly; Table S2: The genome information of the comparative analysis species; Table S3: The assembled results of the *Stropharia rugosoannulata* genome; Table S4: Summary statistics for telomere repeats in the assembly; Table S5: Genome information of SR68 and MG69; Table S6-1: Prediction results of the gene structure; Table S6-2: BUSCO prediction; Table S6-3: Gene function annotation; Table S7: GO analysis of the secreted proteins; Table S8: Number of genes in a gene family; Table S9: Putative peroxidase-encoding genes of the 63 Agricomycotina [35]; Table S10: 17 MnP genes classification; Table S11: Putative peroxidase-encoding genes of *Strophaira rugosoannulata*; Table S12: The number of CAZyme families in 16 species; Table S13-1: Comparative analysis of the plant cell wall degradation (PCWD) gene families with 37 fungi—cellulose; Table S13-2: Comparative analysis of the PCWD degradation (PCWD) gene families with 37 fungi—hemicellulose; Table S13-3: Comparative analysis of the PCWD gene families with 37 fungi—lignin and xenobiotics; Table S14-1: Variables Failing Tolerance Test; Table S14-2: Classification function coefficients resulting from discriminant analysis obtained from PCWD characters; Table S14-3: Classification results; Table S15: The gene clusters of *Strophatria rugosoannulata* predicted by antiSMASH; Table S16: The number of gene clusters predicted by antiSMASH; Table S17: NRPS gene cluster responsible for coprinoferrin in *Coprinopsis cinerea*, *Stropharia rugosoannulata*, and *Hypholoma sublateritium*; Table S18: P450 genes involved in the xenobiotic metabolism of *Stropaharia rugosoannulata*.

How the deposited data were processed for this re-analysis (not part of the article)

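Gene expression was measured by RNA-seq in mycelia of *S. rugosoannulata* grown on PDA at 25 °C, in 3 libraries that are replicates of a single condition. The paper names the strain “Heinong No. 1”; the titles of the sample labels name S68, the monokaryon derived from it. Each column of the deposited tables was matched to its library by the label in brackets in the sample title, and no column was left unmatched.

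The authors deposited 4 tables with 11750 gene models each. One holds the count per gene model and another the count per transcript, both whole numbers without normalization; each gene model has 1 transcript, and the values of these tables differed in 0 cells. The other tables hold FPKM values that the authors computed, and these also differed in 0 cells. FPKM was 0 exactly where the count was 0. The paper states that RNA-seq reads of mycelia were mapped to the assembly with Hisat2 in gene prediction. The program that counted the reads, its version, its use of strand, its treatment of reads that map to several genes and the total used for the FPKM are not given in the sources used here. Every row named a gene model, so no row was left out of the totals. The contig and model number of a gene were taken from its name in the tables; coordinates and gene annotation were not used here.

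The totals of the counts were 31831513, 30516180 and 29678333. Low counts were mostly even, as when a fragment adds 2 counts, and whether the counts are tallied reads or were computed from coverage is not given in the sources used here. A count of 0 was read as allowing up to 3 fragments, or 6 counts, a limit that covers counting error only.

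A gene was called expressed at a mean FPKM of at least 1 over the 3 libraries. Other thresholds (FPKM above 0 in at least 1 or in every library, a mean FPKM of at least 0.1, 0.5 or 5, an FPKM of at least 1 in every library, and at least 1 or 10 counts in every library), another unit (TMM-normalized CPM, or TPM from the deposited FPKM), the median over libraries, the second FPKM table, another pseudocount (0.1 in place of 1 FPKM), other gene sets and each library left out in turn were tried as alternatives. These choices and the main settings were fixed before the data were examined, apart from the rank among the 50 heme peroxidases, the gene models listed next to the cluster core genes, the numbers of genes by contig, the shuffles within contigs, the correlations of genes more than 1 number apart, the test of contig ends, the correlation without contig ends, the tally of genes high or low in a single library and the comparisons of library 2 with the other libraries. With 1 condition, no test of differential expression was made. Levels are means with the SD over libraries, and ranks and percentiles are over the stated sets of genes.

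Counts were normalized with TMM in edgeR 4.0.16 (R 4.3.3), and the biological coefficient of variation was estimated in an intercept-only design after edgeR's filter on low counts. DESeq2 1.42.0 size factors and dispersions were the alternative. On simulated counts for 11750 genes with a coefficient of variation of 0.2, of which 200 were made more variable, the estimate was 0.229, and 140 of the 200 were among the 200 most variable genes. Library pairs were compared by a chi-square test of the counts over genes with at least 10 counts in the pair, and by Pearson's r and Spearman's rho of log2(FPKM + 1) across genes. The levels of genes with consecutive numbers were compared by Spearman's rho of the mean log2(FPKM + 1) against 1000 shuffles of the gene order, and genes near contig ends against 1000 circular shifts of the levels within each contig. Tested on simulated levels of 11750 genes, the first of these recovered a correlation of 0.300 where 0.3 was simulated and 0.0102 where none was. These computations used Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1, and figures were drawn with matplotlib 3.10.9.

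The genes named are every gene named in the text of the paper or drawn in Fig. 4A, 4B, 5 or 6, the 10 genes with the highest mean FPKM, and the 3 genes with the highest coefficient of variation of TMM-normalized CPM among genes with a mean count of at least 100. The heatmap colours of Fig. 4 had been seen when this rule was written. The gene models listed next to the core genes fall outside it and were named after their values were seen. The families were copied from Fig. 4, so they were tallied and no set test was run on them. The supplementary tables of the paper, and with them the other members of the siderophore and NRPS clusters, were not used here.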

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

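The test of the ratio of library 2 to the other libraries was chosen after the values of SRUG_02421 had been seen.

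The paper compares the proteins of SRUG_10179, SRUG_02421 and SRUG_10672 with the psilocybin enzymes PsiD, PsiK and PsiM (the text pairs SRUG_02421 with PsiM and SRUG_10672 with PsiK, whereas Fig. 6 shows the opposite), and names SRUG_05169, but does not report their expression. All 4 genes had counts far above the 6 that a count of 0 allows. SRUG_10179 had 13.6 ± 2.12 FPKM (SD, n = 3), SRUG_10672 had 30.9 ± 0.877, SRUG_05169 had 7.51 ± 3.23 and SRUG_02421 had 51.2 ± 48.7. They lay at the 37.6th, 57.0th, 29.3th and 70.9th percentiles of all gene models. The level of SRUG_02421 rests on library 2, with 107 FPKM there against 28.2 and 18.2 in libraries 1 and 3, and without library 2 its mean was 23.2 FPKM. After TMM normalization, its CPM in library 2 was 4.29 times the mean of libraries 1 and 3, which argues against a difference in depth or composition between libraries as the whole cause. A mixed culture, a local difference between plates and reads shared with a related gene stay open and were not tested. The design has a single condition, so no biological explanation was tested.

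The 10 genes with the highest mean FPKM are named neither in the text of the paper nor in its Fig. 4A, 4B, 5 or 6, and held 5.91% of all counts of the 3 libraries. They were SRUG_08403, SRUG_03729, SRUG_03594, SRUG_09588, SRUG_11169, SRUG_06302, SRUG_00955, SRUG_06769, SRUG_01710 and SRUG_07697, from 5079 FPKM (SRUG_07697) to 13998 ± 3452 FPKM (SD, n = 3; SRUG_08403). The tables do not pair them with gene names or functions. SRUG_08403 was the highest in library 3 and in library 2, but SRUG_03594, with 14318 FPKM, was the highest in library 1, so the order among the highest genes was not resolved by 3 libraries. A few genes taking most of the counts does not describe these libraries, since the 10 held between 5.63% and 6.34% of the counts of each. Neither a technical nor a biological explanation for their levels was tested.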

How the results depend on the processing

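The rank of SRUG_02817 among the heme peroxidases alone, the shuffles within contigs and the other widths of contig ends were chosen after the data had been seen. No paired analysis was possible because there is only 1 condition.

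The number of expressed genes among all gene models stayed within 1.5 times the main number of 9784 under all 12 alternatives, from 8787 to 10494. Looser thresholds could not have broken this limit, as there are only 11750 gene models, so it tests stricter ones only. Nor were the 12 all separate. The transcript counts were equal to the gene counts, and FPKM was 0 exactly where the count was 0, so some alternatives repeat another. For MnP genes (9 of 17), APx–CcP genes (6 of 10) and HTP genes (6 of 14), counting a gene with an FPKM above 0 in at least 1 library moved the numbers to 15, 10 and 12. The other alternatives gave between 8 and 13 MnP genes, between 4 and 7 APx–CcP genes and between 5 and 9 HTP genes. With each library left out in turn, the MnP number was 9 and the HTP number 6 each time, and the APx–CcP number was 5 to 6. The thresholds differ in depth as well as in level: an FPKM above 0 can rest on 2 counts in 1 library, as for SRUG_07017, whereas at least 10 counts in every library, which excludes such genes, gave 9 MnP genes, 6 APx–CcP genes and 6 HTP genes.

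SRUG_02817 ranked 5 of the 60 peroxidase genes by mean FPKM, 4 by TMM-normalized CPM and 5 to 6 with a library left out; among the 50 heme peroxidases alone it ranked 2.

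The percentiles of SRUG_02402, SRUG_04293, SRUG_03252 and SRUG_10137 moved most with the genes ranked and the unit. Ranked only among the gene models with FPKM above 0 in at least 1 library, SRUG_02402 moved from 28.5 to 20.0, SRUG_04293 from 35.4 to 27.7, SRUG_03252 from 32.6 to 24.5, SRUG_10137 from 16.2 to 6.12 and SRUG_11196 from 11.2 to 0.572, by construction, since the genes at 0 left the ranking; SRUG_09987, at 0 in all libraries, has no value there. By TMM-normalized CPM, which is not corrected for gene length, SRUG_02402 moved to 34.1, SRUG_04293 to 42.9, SRUG_03252 to 72.0 and SRUG_10137 to 17.0. Of these genes SRUG_03252 alone crossed the median. With the median over libraries, SRUG_09987 moved from 5.35 to 6.08, SRUG_11196 to 6.08 and SRUG_10137 to 16.7. Leaving out a library in turn gave 5.51 to 5.73 for SRUG_09987, 5.73 to 11.6 for SRUG_11196 and 16.2 to 16.6 for SRUG_10137, and 25.5 to 30.4 and 32.5 to 39.0 for SRUG_02402 and SRUG_04293. SRUG_09987 and SRUG_11196 moved by less with the unit than with the median over libraries. SRUG_11196 has counts in library 2 alone, so the lowest of its values with a library left out, 5.73, is the one without library 2. The moves of SRUG_09987 come from the number of genes tied with it at 0.

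The mean over the 3 pairs of libraries of Pearson's r fell from 0.975 to 0.951, and that of Spearman's rho from 0.972 to 0.953, when only genes with a mean FPKM of at least 1 were kept; the cause was not tested. The biological coefficient of variation was 0.304, between 0.252 and 0.324 under the other normalization, filter and tool, and 0.238 to 0.345 with a library left out, the lowest without library 2.

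The correlation of levels between genes with consecutive numbers stayed positive, with no shuffle as large, under all 6 alternatives. It was 0.349 in the main setting. Among genes with a mean FPKM of at least 1 only, it was 0.104, with pairs formed between neighbours in the list of the genes kept. As TPM from the deposited FPKM, the mean levels of 10 of the 83 named genes moved by more than their SD over libraries, all 10 to higher values, since the FPKM of a library summed to 874658 at most and were scaled up. With a library left out, the mean of 3 values cannot move by more than their SD, so that comparison says nothing about the stability of a named gene; where a single library moved a mean of at least 1 FPKM by over 1.5 times, the value without it is given beside the gene.

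At 29678333 counts or more per library, the genes at the limit of detection are those with a handful of counts, and presence calls for them depend on the threshold.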

Differences from the paper's values

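The numbers of gene models, 11750, and of contigs, 21, were equal to the paper's. The paper's number of expressed MnP genes is 13 of 17, and 9 of 17 had a mean FPKM of at least 1. Among the alternatives set before the data were examined, a mean FPKM of at least 0.1 gave 13; the others gave from 8 to 15. The paper's text gives no threshold.

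The paper ranks SRUG_02817 within the top 3 of all peroxidase genes. The figure it cites for this is Fig. 4A, which draws the 50 heme peroxidases alone. The NADPH oxidase regulator gene that the paper also counts is not drawn and was not ranked here. By mean FPKM it ranked 5 of the 60 genes drawn in Fig. 4A and 4B, behind SRUG_11529, SRUG_01647, SRUG_05238 and SRUG_04254, which is outside the paper's range. Its rank was 5, 4 and 8 in libraries 1, 2 and 3 (SD of 2.08 ranks), and 4 to 6 under the alternatives set before the data were examined, none of which brought it within the top 3; the highest of these ranks, 4, was by TMM-normalized CPM, and the lowest, 6, without library 2. Among the 50 heme peroxidase genes of Fig. 4A alone, a set chosen after seeing the values, it ranked 2, and 2, 2 and 3 in libraries 1, 2 and 3; this setting drops 10 of the 60 genes.

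The paper states that most HTP genes were transcribed in the mycelia on PDA. Of the 14, 6 had a mean FPKM of at least 1, which is 42.9%. More than 7 of them were counted with an FPKM above 0 in at least 1 library (12) and a mean FPKM of at least 0.1 (9). The same held for an FPKM above 0 or at least 1 count in every library (8 each), which are the same rule in these data. The 9 at 0.1 depended on library 2. Without it SRUG_02749 was at 0 and SRUG_09851 at 0.0894 FPKM, whereas SRUG_06742 stayed above 0.1, at 0.182. With the other thresholds, and at a mean FPKM of 1 without SRUG_10620 (5 of 13) or with each library left out, the number was 5 or 6.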

Other observations

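The tests of the distance of library 2 from the other libraries, the correlations of its deviations at distances other than 1 and 5, the correlation without contig ends, the tally of genes high or low in a single library and the contig end widths of 10 and 40 models were chosen after the results had been seen.

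Genes with consecutive numbers had related levels. Across 11729 pairs of consecutive gene models on the same contig, Spearman's rho of the mean log2(FPKM + 1) was 0.349; pairs of genes are not independent replicates. Of 1000 shuffles of the gene order, 0 gave a correlation as large (p = 0.001, one-sided permutation test by shuffling, the smallest that 1000 shuffles can give), which argues against a chance order of genes. Of 1000 shuffles within contigs, whose largest correlation was 0.0936, 0 were as large either, which argues against differences between contigs as the whole cause. Genes 5 numbers apart had a rho of 0.211, above the largest shuffle within contigs (0.0869), so reads running from one gene into the next cannot be the whole cause. The correlation fell with distance, to 0.157 at 10 numbers apart and 0.0817 at 50. Among genes with a mean FPKM of at least 1, rho was 0.104, and the cause of this drop was not tested. These pairs were neighbours after the other genes were left out, so their numbers need not be consecutive. For them only shuffles over all contigs were made, so differences between contigs stay open as the cause of the 0.104. Shared reads between neighbouring copies of a gene, and a shared chromatin state, stay open and were not tested.

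Genes near contig ends had lower levels. On the 18 contigs with at least 100 gene models, the 720 models within 20 of an end had a median mean log2(FPKM + 1) of 1.64, against 4.71 for the other 10947, a difference of -3.07. Of 1000 circular shifts of the levels within contigs, 0 gave a difference as low (p = 0.001, one-sided permutation test by shifts, the smallest that 1000 shifts can give), and the lowest shift gave -1.42, which argues against chance placement. With 10 and 40 models at each end the differences were -3.17 and -2.09. A hypothesis is that contig ends are rich in repeats or in silenced regions, where gene models may be poorly expressed or their reads may map to several places and be dropped; neither was tested, as sequences and annotation of repeats were not used here. The lower levels near contig ends were not the whole cause of the relation between consecutive genes, since without the genes within 40 models of an end rho was still 0.291 (largest of 1000 shuffles, 0.0324).

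The share of gene models with a mean FPKM of at least 1, 83.3% over all contigs, was lowest on the 3 smallest contigs, with 2 of 32 on contig 20, 1 of 12 on contig 21 and 15 of 39 on contig 19. It was also low on 2 larger contigs, at 62.1% of 380 on contig 12 and 62.8% of 234 on contig 15, and it was highest on contig 3, at 93.0% of 1157. No explanation was tested.

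Library 2 lay farther from libraries 1 and 3 than these lay from each other. The number of genes more than 2-fold apart in FPKM + 1 was 1225 between libraries 1 and 2, 789 between libraries 2 and 3 and 447 between libraries 1 and 3. Sampling noise of the counts is argued against, since among the 5897 genes with a mean count of at least 1000 the numbers were 514, 318 and 159 for the same pairs. A difference in depth between libraries is argued against by the totals, as that of library 2, 30516180, lies between those of the others. A few genes taking most of the counts, or another difference that scales a whole library, is argued against by the numbers in TMM-normalized CPM + 1, which were 1164, 794 and 413, and by Spearman's rho, which no scaling of a library changes and which was 0.964 and 0.968 for the pairs with library 2 against 0.983 for libraries 1 and 3. Of 9222 genes with a mean count of at least 100, 61 were more than 4-fold higher in library 2 than in both other libraries in TMM-normalized CPM, and 31 were as much lower; for library 1 the numbers were 5 and 4, and for library 3 they were 13 and 4. A difference between the cultures or in the handling of library 2 stays open; the labels used here name no batch, and groups of 3 libraries were not tested for outliers.

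Genes with consecutive numbers deviated together in library 2, weakly. The difference of log2(FPKM + 1) in library 2 from the mean of libraries 1 and 3 had a Spearman's rho of 0.0967 between consecutive genes, and 0 of 1000 shuffles were as large, which argues against a chance order of genes. At 2, 3, 4, 5 and 10 numbers apart rho was 0.0354, 0.0357, 0.0138, 0.0328 and 0.00254. The value at 5 lies just above the largest of 1000 shuffles within contigs at that distance (0.0266) and the value at 4 below it, so reads running from one gene into the next stay open as a cause, as do copies that share reads.

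The 3 genes with the highest coefficient of variation of TMM-normalized CPM were SRUG_06479 (165%), SRUG_06802 (164%) and SRUG_06489 (157%). The first and the last were high in library 2, at 161 FPKM against 1.64 and 3.08 in libraries 1 and 3, and at 1768 against 65.2 and 42.2, and without library 2 their means were 2.36 and 53.7. SRUG_06802 had 34.2 FPKM in library 3, 1.21 in library 2 and no count in library 1, and its mean without library 3 was 0.606. The median coefficient of variation over the 9222 genes was 18.7%.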
